# Epigenetic Activation of a Subset of mRNAs by eIF4E Explains Its Effects on Cell Proliferation

**DOI:** 10.1371/journal.pone.0000242

**Published:** 2007-02-21

**Authors:** Yaël Mamane, Emmanuel Petroulakis, Yvan Martineau, Taka-Aki Sato, Ola Larsson, Vinagolu K. Rajasekhar, Nahum Sonenberg

## Abstract

**Background:**

Translation deregulation is an important mechanism that causes aberrant cell growth, proliferation and survival. eIF4E, the mRNA 5′ cap-binding protein, plays a major role in translational control. To understand how eIF4E affects cell proliferation and survival, we studied mRNA targets that are translationally responsive to eIF4E.

**Methodology/Principal Findings:**

Microarray analysis of polysomal mRNA from an eIF4E-inducible NIH 3T3 cell line was performed. Inducible expression of eIF4E resulted in increased translation of defined sets of mRNAs. Many of the mRNAs are novel targets, including those that encode large- and small-subunit ribosomal proteins and cell growth-related factors. In addition, there was augmented translation of mRNAs encoding anti-apoptotic proteins, which conferred resistance to endoplasmic reticulum-mediated apoptosis.

**Conclusions/Significance:**

Our results shed new light on the mechanisms by which eIF4E prevents apoptosis and transforms cells. Downregulation of eIF4E and its downstream targets is a potential therapeutic option for the development of novel anti-cancer drugs.

## Introduction

Post-transcriptional control of gene expression at the level of translation has emerged as an important cellular function in normal development [1] and aberrations in this process leads to diseases including cancer [2], [3]. Translation rates in vertebrates are modulated by a wide variety of extracellular stimuli including hormones, mitogens, growth factors, nutrient availability and stress, and are coupled with cell cycle progression and cell growth [for reviews, see: [4], [5], [6]]. Translation is the most energy-consuming process in the cell [6] and thus, not surprisingly, translation rates are tightly regulated, mainly at the level of initiation [7]. All nuclear-encoded cellular mRNAs possess a cap structure, m^7^GpppN (where N is any nucleotide), at their 5′ terminus [7]. A key player in the regulation of translation initiation is the mRNA 5′ cap–binding protein, eIF4E, which is the limiting component of the eIF4F initiation complex. In addition to eIF4E, this complex contains two other subunits: eIF4A (an ATP-dependent helicase) and eIF4G (a large scaffolding protein), which contains docking sites for the other subunits and additional proteins. eIF4F is directed to the 5′ end of the mRNA via eIF4E and is believed to act through eIF4A (along with eIF4B) to unwind the mRNA 5′ secondary structure to facilitate ribosome binding [7].

Translational control plays an important role in aberrant cell growth and cancer development [reviewed in [8], [9]]. Overexpression of eIF4E results in transformation of immortalized rodent cells [10] and human mammary epithelial cells [11]. eIF4E also cooperates with Myc and E1A to transform rat embryo fibroblasts [12]. Furthermore, antisense- and RNAi-mediated decreases in eIF4E expression results in the inhibition of cell growth and reversion of the transformed phenotype of several cell lines [13]–[16]. eIF4E is also oncogenic *in vivo*, as eIF4E promotes the development of lymphomas and several types of carcinomas in mice [17], [18]. eIF4E protein levels are substantially elevated in many cancers including colon, breast, bladder, lung, prostate, gastrointestinal tract and head and neck cancers; Hodgkin's lymphomas and neuroblastomas [4], [9], [19].

Because eIF4E is the least-abundant initiation factor in most cells [20], [21], it was suggested that mRNAs “compete” for the limiting amounts of eIF4E in the cell [22], [23]. Overexpression of eIF4E results in enhanced translation of mRNAs containing extensive secondary structure in their 5′ untranslated regions (UTRs; [23]). These mRNAs encode proteins such as ornithine decarboxylase (ODC), vascular endothelial growth factor (VEGF) and fibroblast growth factor 2 (FGF2), which are strongly implicated in cell growth, proliferation and survival [reviewed in [9], [19], [24]]. Earlier studies were carried out to systematically identify translation eIF4E targets in cells constitutively overexpressing eIF4E either directly [25], or indirectly through the activation of upstream signaling components that converge on eIF4E [26]. The present study exploits an eIF4E-inducible NIH 3T3 cell line [27], and focuses on very early genome-wide effects of eIF4E overexpression on the recruitment of ribosomes to the mRNAs. This system thus avoids the complexity of secondary effects in established cell lines. Induction of eIF4E expression resulted in increased translation of a group of mRNAs that encode small- and large-subunit ribosomal proteins, anti-apoptotic proteins and cell growth–related factors.

## Results

### Induction of eIF4E in an NIH 3T3 fibroblast cell line

To identify mRNAs whose translation is affected by overexpression of eIF4E, an NIH 3T3 cell line overexpressing eIF4E in a tetracycline-dependent manner was used (3T3-tTA-eIF4E; [27]). eIF4E induction was readily detectable 5 hr after tetracycline removal, and eIF4E levels dramatically increased after 12 hr (Fig. 1A). The eIF4E protein was induced about 3-fold after 5 hr, which is physiologically relevant, as eIF4E amounts can be increased upon cell stimulation and in tumors to a similar extent [28], [29]. To assess the translational effect of eIF4E overexpression and to avoid secondary effects (especially transcriptional), a relatively short induction time of 5 hr was chosen followed by polyribosome fractionation and microarray analysis. Polysome profiles for both induced (-tet 5 hrs) and uninduced 3T3-tTA and 3T3-tTA-eIF4E cells overlapped and showed no significant differences (data not shown). A characteristic profile of 3T3-tTA and 3T3-tTA-eIF4E cells is depicted in Fig. 1B. The 40S and 60S ribosome subunits and 80S ribosomes typically sedimented between fractions 3 and 11 in the sucrose density gradients, whereas polysomes sedimented between fractions 14 and 24 (Fig. 1B). Denaturing agarose gel analysis showed that the 28S rRNA appeared in fractions 6 and 7, where the 60S subunit sedimented (Fig. 1C). Fractions 18–24, which contain the heavier polysomes, were pooled for microarray analysis.

**Figure 1:**
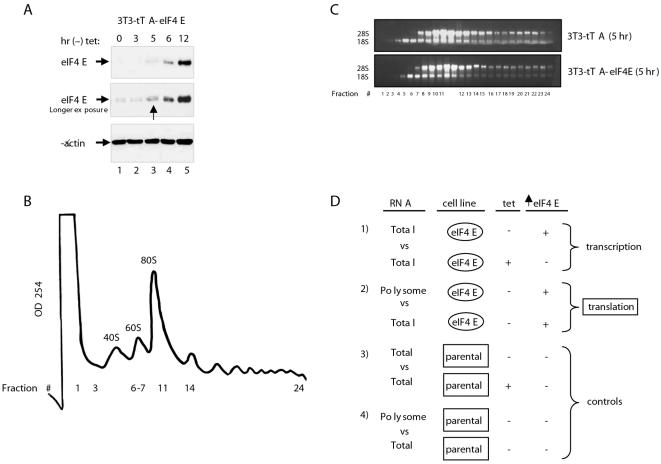
Induction of eIF4E in NIH 3T3 fibroblast cells and microarray analysis. A) eIF4E overexpression was induced by culturing 3T3-tTA-eIF4E cells in a tetracycline free medium. Immunoblots for eIF4E and β-actin were performed. B) A characteristic fractionation profile of 3T3-tTA and 3T3-tTA-eIF4E cells is depicted. Absorbance at 254 nm was monitored. C) Fractions from 3T3-tTA and 3T3-tTA-eIF4E (induced) cells were analyzed on a denaturing agarose gel to visualize the 18S and 28S rRNAs. D) The experimental design used for microarray analysis is shown.

### Microarray analysis of total RNA and polysome fractions

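The 4 sets of arrays compared RNA of 3T3-tTA-eIF4E cells, mouse NIH 3T3 fibroblasts in which removal of tetracycline from the medium switches on eIF4E, with RNA of the parental line 3T3-tTA. Each set held 4 hybridizations on Mouse 15K3 cDNA arrays, on which RNA labelled with Cy3 and RNA labelled with Cy5 compete for the same spots, and the dyes were swapped on 2 of the 4. Each clone was printed as 2 spots. The authors deposited the spots as separate samples, so that 32 samples stand for 16 arrays. According to the paper's methods the 4 arrays of a set came from 2 RNA extractions, each hybridized in both dye orientations. Neither the paper's text nor the sample labels name the arrays that share an extraction. The number of extractions, 2 per set, limits the precision of the comparisons between the cell lines.

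The authors normalized the ratios by lowess within each array, without background subtraction. Scanner intensities of 4 polysomal arrays were analysed, and log2 ratios of Cy3 over Cy5 recomputed from them had correlations of at least 0.994 with the deposited values across spots. The deposited values were therefore read as log2 ratios of Cy3 over Cy5 and turned, by the dyes in the sample labels, to induced over uninduced or polysomal over total RNA. Duplicate spots were averaged. The clone names deposited beside the values did not belong to them. The numerators printed in Tables S1 and S3, which are mean log2 differences between the cell lines, were searched to 6 significant digits, and for 0 clones did the row with the clone's name hold its numerator. Rows were named instead by the printed place of each clone, and all 572 clones of these tables whose numerator occurred in a single row lay at that place. A further 9 clones of the tables had no row.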

Four sets of microarray experiments were conducted. Two examined the effect of eIF4E induction on transcription and translation in the 3T3-tTA-eIF4E cell line (Fig. 1D, schemes 1 and 2). The other two analyses were conducted using the parental cell line 3T3-tTA which served as a control (Fig. 1D, schemes 3 and 4). First, we examined the effect of eIF4E on total mRNA levels. 

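Total RNA of cells induced for 5 h was hybridized against total RNA of uninduced cells of the same line on 4 arrays per cell line. Arrays are named here by the number of their first sample, T1 to T7 for 3T3-tTA and T9 to T15 for 3T3-tTA-eIF4E. The SD of the log2 ratio across clones was 0.26 to 0.37 on 7 of the 8 arrays and 0.55 on T13. Duplicate spots of an array had correlations of 0.77 to 0.90 across clones. After the arrays had been turned, those of the same cell line with opposite dyes had correlations from -0.61 to 0.14 (median -0.35), whereas arrays of different cell lines with the same dye had correlations from 0.40 to 0.62. The dye term of a clone, fitted within each cell line, had a correlation of 0.70 between the lines. The direction was kept because the labels state the dye of each RNA. A dye term was removed for each clone, and the log2 induced/uninduced ratio of 3T3-tTA was subtracted from that of 3T3-tTA-eIF4E. The difference was tested by limma on means of the 2 extractions per line. Because the arrays that share an extraction are not known, each of the 4 possible assignments was fitted, the largest p was kept, and p-values were adjusted over all 15247 clones by the Benjamini-Hochberg method. A clone was called at an adjusted p under 0.1 and a change of at least 1.3-fold, the limits of the paper. With changes of log2 1, 2, 3 and 4 simulated for these arrays, this test called 22, 44, 47 and 47 of 50 changed clones and 1 unchanged clone. Each size had 50 changed clones there, which makes the Benjamini-Hochberg limit easier to reach. On the deposited values the 3 Eif4e clones, with log2 differences of 2.69 to 3.75, were not called by this test. The simulated shares therefore do not carry over to them, and a lack of calls does not show that nothing changed.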

Total mRNA from uninduced versus induced 3T3-tTA-eIF4E was compared to RNA from uninduced versus induced 3T3-tTA. This analysis identified transcriptional activation that occurs in 3T3-tTA-eIF4E cells when eIF4E is induced but not in 3T3-tTA cells. 

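By limma on extraction means, 0 of 15247 clones were called as changed in total RNA, 68 had an unadjusted p under 0.05, and the smallest adjusted p was 0.438. The 68 are 0.446% of the clones, below the share of 0.05 that a test of exact size gives when nothing changes. Keeping the largest p makes this test conservative, so its counts do not show that nothing changed. With the 4 arrays of a condition taken as replicates, limma called 3 clones, all higher in 3T3-tTA-eIF4E, and 224 had an unadjusted p under 0.05. SAM on pairs of spots, which counts duplicate spots as independent as in the paper's methods, gave the largest change in this count. With the pairs of arrays behind the values of Table S1 it called 54 clones, 34 higher and 20 lower. With the other 3 ways to pair arrays of the same dye it called 43 (15 higher and 28 lower), 34 (16 and 18) and 32 (12 and 20). With extractions paired between the cell lines, a setting chosen after the data had been seen, limma called 2 to 7 clones under 6 of 8 pairings and 0 under the other 2. The 4 arrays of one line lay entirely above or below those of the other for 140 clones (0.918%). Over the 18 splits of the arrays with 2 of each dye on each side, the real one included, the mean was 1.17%. The range over these splits was 0.485% to 2.68%. Array T13 decided part of the count, since without it limma on extraction means called 4 clones, 3 of them of Eif4e. Of the 30 clones in Table S1, 29 had a row, and all 29 differed in the listed direction by at least 1.3-fold. An unadjusted p under 0.05 was found for 8 of the 29, which were chosen by the authors on these same arrays. The log2 differences had Pearson correlations with the paper's log2 folds of 0.96 across the 24 induced and 0.71 across the 5 repressed clones. Each of these differences equals the numerator printed for the clone, so the direction was given. Both correlations only compare a mean of log2 values with a mean of linear ratios from the same spots. Bnip3 was among the clones listed as repressed. Its log2 induced/uninduced ratio was 0.13 ± 0.09 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and 0.67 ± 0.23 (SD, n = 4 arrays) in 3T3-tTA, a difference of -0.54 (standard error 0.17, adjusted p = 1.00 from limma), with no overlap between the arrays. Kctd6 (H3102A12), not in Table S1, differed by -0.34 (standard error 0.11, adjusted p = 1.00 from limma), also without overlap.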

As predicted from the short induction period for eIF4E, only a limited subset of transcripts was changed in transcriptome abundance (from a total of 27 unique annotated genes, 22 were induced and 5 repressed at a q-value<0.1 and 1.3 fold-change cut off). These changes are probably secondary to translation. 

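Eif4e mRNA was measured by 3 clones in the deposited values. The log2 induced/uninduced ratio of clone H3130B02 was 3.79 ± 0.95 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and 0.04 ± 0.18 (SD, n = 4 arrays) in 3T3-tTA. The log2 difference was 3.75 (standard error 0.38), a 13.5-fold change, with an adjusted p of 0.946 from limma on extraction means and of 0.0300 from limma with arrays as replicates. Clone H3012A09 gave 2.89 ± 0.90 and -0.02 ± 0.15, a log2 difference of 2.91 (standard error 0.36) or 7.50-fold, with adjusted p-values of 1.00 and 0.310 from the same limma tests. Clone H3089A10 gave 2.75 ± 0.55 and 0.06 ± 0.19, a log2 difference of 2.69 (standard error 0.19) or 6.47-fold, with adjusted p-values of 0.438 and 0.0300 from limma. For each of the 3 clones every array of 3T3-tTA-eIF4E lay above every array of 3T3-tTA. Array T13 gave the highest ratio for all 3, and without it the log2 difference of H3012A09, the middle of the 3, was 2.46 with an adjusted p of 0.0223 from limma, the lowest over 36 limma settings that do not pair extractions between the lines, which ranged up to 1.00. With extractions paired between the lines, chosen after the data had been seen, limma called H3130B02 under 5 of 8 pairings (lowest adjusted p 0.000343), H3089A10 under 6 (0.000910) and H3012A09 under 2 (0.0108). The paper's folds for these clones are 16.2, 9.31 and 7.19, and averaging the ratios on the linear scale, as Table S1 does, gives the same values.

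**Figure D1:**
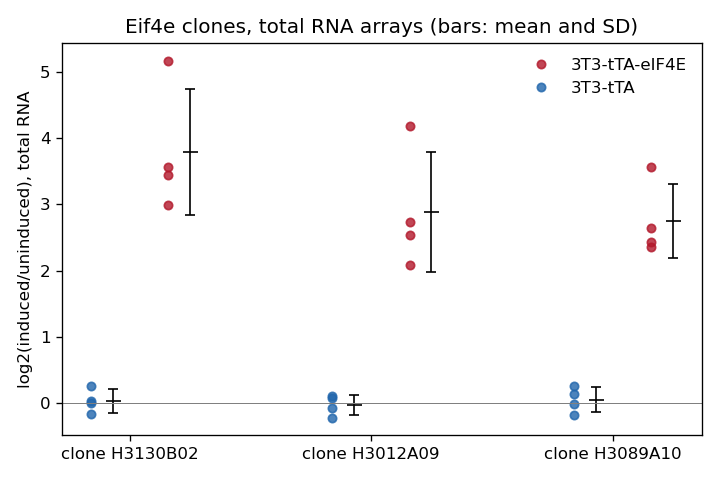
Log2 induced/uninduced ratio of total RNA for the 3 Eif4e clones on each array, with points for the 4 arrays of each cell line and bars for the mean and SD. Means lie at 3.79, 2.89 and 2.75 in 3T3-tTA-eIF4E and between -0.02 and 0.06 in 3T3-tTA.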

As expected eIF4E mRNA levels were increased by approximately 16-fold (Table S1).

Next, we identified the mRNAs that sedimented with the polysomal fractions from induced 3T3-tTA and 3T3-tTA-eIF4E cell lines and normalized them against total RNA (Fig. 1D). This allowed for the scoring of an increase in translational efficiency of a mRNA independent of its abundance in the cell. 

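Translation was measured on 8 arrays, 4 per cell line, on which RNA pooled from the heavy polysome fractions was hybridized against total RNA. Arrays are named P1 to P7 for 3T3-tTA-eIF4E and P9 to P15 for 3T3-tTA. For the 3T3-tTA-eIF4E arrays the paper states that the total RNA came from induced cells, while the sample labels name uninduced cells. The values were read as the paper describes. Scanner intensities of P3, P7, P11 and P15 showed a median ratio of spot to background intensity of 1.68 to 3.06 for Cy3 and of 2.95 to 4.96 for Cy5, and 69.1% to 88.4% of the 31200 spots were above background in at least one channel. The SD of the log2 polysomal/total ratio across clones was 0.48 to 1.00 per array, and duplicate spots had correlations of 0.56 to 0.92. Arrays of the same cell line with opposite dyes had correlations from -0.42 to 0.13 across clones (median -0.10) after being turned, and arrays of different cell lines with the same dye had a median correlation of 0.55. The dye terms of the lines had a correlation of 0.85 across clones. The dye term of 3T3-tTA-eIF4E, the mean of its Cy3 arrays minus that of its Cy5 arrays divided by 2, had an SD of 0.42 across clones. The difference between the cell lines, which is not divided, had an SD of 0.31, so the 2 values are on unlike scales. The difference in log2 polysomal/total ratio, 3T3-tTA-eIF4E minus 3T3-tTA, was tested by limma on extraction means as for total RNA. In simulations for these arrays the test called 0, 19, 33 and 41 of 50 clones changed by log2 1, 2, 3 and 4, and 1 unchanged clone, so that in the simulations changes of the size most clones of Table S3 have were not detected.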

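The clones that the paper lists as translationally regulated were also followed in total RNA. For the 301 activated clones with a row, the median log2 difference in induced/uninduced total RNA between the cell lines was 0.02, against a median difference in polysomal/total ratio of 0.58. For the 245 repressed clones the medians were -0.03 in total RNA and -0.69 in polysomal/total ratio. Among 10000 random lists matched on mean signal the central 95% of medians in total RNA lay between -0.02 and 0.01 for both list sizes, and the listed clones stood at percentile 99.99 for the activated and 0.97 for the repressed. The SD of these medians over the arrays was 0.04 and 0.03. The log2 differences in total RNA and in polysomal/total ratio had correlations across clones of -0.11 for the activated and -0.02 for the repressed list. These small medians depended on single arrays. For the activated clones the median was -0.0236 on the Cy5 arrays alone, 0.000734 without T7, -0.00450 without T13, -0.00168 without T11 and the dye term, and -0.0143 without T13 and T9. For the repressed clones it was 0.00738 without T1 and T3. Eif4e itself, changed in total RNA, had log2 differences in polysomal/total ratio of -0.07, 0.03 and -0.07 for its 3 clones, with standard errors of 0.35 to 0.41, and the sign changed under several settings. The paper reasons that dividing polysomal by total RNA scores translational efficiency separately from abundance.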

We then identified those genes whose polysomal/total RNA level differed between 3T3-tTA and 3T3-tTA-eIF4E cells. 

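Table S2 lists 77 entries, of which 72 carry a gene or clone that could be looked up. The arrays that entered this first analysis are not named in the paper's text. For 30 entries a clone with a row was found, and 29 had a positive log2 difference in polysomal/total ratio between 3T3-tTA-eIF4E and 3T3-tTA, 9 of them of at least 1.5-fold. Of the 30, 26 are also in the activated list of Table S3 and were thus chosen by the authors for a positive difference on these arrays. Of the other 4, the 3 clones of unknown function differed by log2 0.23 to 0.33, and Eif4e by -0.07 (median of its 3 clones). Macrophage migration inhibitory factor (Mif, clone H3019C07) had a log2 polysomal/total ratio of 1.95 ± 0.30 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and 1.23 ± 0.55 (SD, n = 4 arrays) in 3T3-tTA, a difference of 0.72 (standard error 0.32) or 1.65-fold, with an adjusted p of 1.00 from limma. Its arrays overlapped between the lines.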

A preliminary analysis was conducted using a cutoff ratio of 1.5 (Table S2). 

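Limma on extraction means called 0 of 15247 clones as changed in polysomal/total ratio in either direction. An unadjusted p under 0.05 was found for 150 clones, and the smallest adjusted p was 1.00. With arrays as replicates limma also called 0, with 406 at an unadjusted p under 0.05. These counts are 0.984% and 2.66% of the clones, below the share of 0.05 that a test of exact size gives when nothing changes. Both tests were thus conservative on these arrays, and their counts do not show that nothing changed. SAM on spot pairs, written here after the paper's methods, called 883, 459, 380 and 239 clones as higher under the 4 ways to pair arrays of the same dye. The folds of Table S3, and its denominators up to the constant that SAM adds, were obtained only with pairs of opposite dye, P1-P9, P3-P11, P5-P13 and P7-P15. That pairing was identified from the table after the data had been seen. With it the SAM written here called 46 as higher. Its constant was 0.190, against 0.174 behind Table S3, and the paper's q-values were not obtained. The count of 46 may therefore reflect the rewriting of SAM as well as the pairs. Arrays of 3T3-tTA-eIF4E lay entirely above those of 3T3-tTA for 111 clones and below for 93, together 1.34% of all clones. Over the 18 splits of the arrays with 2 of each dye on each side, the real one included, the mean was 1.58%. The range over these splits was wide, from 0.334% to 7.90%. Of the activated clones of Table S3, 301 had a row, and all 301 differed in the listed direction, by log2 0.34 to 1.81. An unadjusted p under 0.05 was found for 30 of them, and for 44 the arrays of the lines did not overlap. These clones were selected by the authors on the same arrays. The log2 differences had a Pearson correlation of 0.91 and a Spearman correlation of 0.96 with the paper's log2 folds across the 301 activated clones, and of 0.72 and 0.66 across the 245 repressed clones with a row, where clones are not independent replicates. These differences are the numerators printed in Table S3, so their direction was given. The correlations only compare a mean of log2 values with a mean of linear ratios from the same spots. Cxcl1 (H3051F10) had the largest difference among the activated, 1.81 (standard error 0.36, adjusted p = 1.00 from limma), from 1.83 ± 0.49 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and 0.02 ± 0.88 (SD, n = 4 arrays) in 3T3-tTA, where array P15 lay far below the others. Snx3 (H3113H04) differed by 1.43 (standard error 0.37, adjusted p = 1.00 from limma), and on array P11 it likewise lay far below the other arrays of 3T3-tTA.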

Further statistical analysis was undertaken (described in Materials & Methods section) and results are shown in Table S3. eIF4E induction resulted in a shift of 294 mRNAs (unique and annotated) to the heavier polysome fractions (Table S3). To search for biological themes that are associated with genes whose translation is affected by eIF4E, we looked for overrepresentation of genes belonging to groups classified by the gene ontology consortium [30]. We separated the dataset into two parts, mRNAs whose translation is activated and mRNAs whose translation is repressed. We considered those that showed a >2-fold relative enrichment and a <0.05 Fisher's test p-value significant. 

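The listed members of each category were followed in the differences in polysomal/total ratio. Of the 28 genes listed under protein biosynthesis, 27 had a clone with a row, with log2 differences of 0.36 to 1.27 (median 0.55). The 24 genes listed as structural constituents of the ribosome were represented by 23, with a median of 0.55. All 6 genes under mitosis had a row, with log2 differences from 0.45 to 1.26 (median 0.57). Limma on extraction means called 0 of the 156 category genes of both directions that had a clone, whereas SAM on spot pairs called 52 to 101 under the 4 same-dye pairings and 10 with the pairs behind Table S3. At an unadjusted p under 0.05 stood 6 clones of protein biosynthesis and 0 of mitosis. Only genes that the authors had selected on these arrays are known for each category, so no test of a category against the remaining clones was run.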

Several functional categories were enriched among genes that were translationally activated including: protein biosynthesis, members of the small and large ribosomal subunits and mitosis related proteins (Table S4).

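Of the clones that Table S3 lists as repressed, 245 had a row. Their differences between the lines are the numerators printed in that table, so the direction was given. All 245 had a lower polysomal/total ratio in 3T3-tTA-eIF4E than in 3T3-tTA, with log2 differences from -1.33 to -0.39 (median -0.69). For 44 of them the arrays of the cell lines did not overlap, and 43 had an unadjusted p under 0.05. None passed the adjusted p in limma on extraction means. SAM on spot pairs called 446, 297, 137 and 105 clones of the array as lower under the 4 same-dye pairings, and 35 with the pairs behind Table S3. Ctnnb1 (H3031E05) had a log2 polysomal/total ratio of -0.47 ± 0.49 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and 0.83 ± 0.37 (SD, n = 4 arrays) in 3T3-tTA, a difference of -1.30 (standard error 0.35, adjusted p = 1.00 from limma). Eif4g1 (H3040G06) gave -0.70 ± 0.10 and -0.16 ± 0.11, a difference of -0.53 (standard error 0.21, adjusted p = 1.00 from limma), with no overlap between the lines. With arrays left out the difference of Eif4g1 lay between -0.62 and -0.45, and over all other settings between -0.63 and -0.12. Chaf1a (H3087E05) differed by -0.97 (standard error 0.26, adjusted p = 1.00 from limma), likewise with no overlap between the lines. In 3T3-tTA it stood at 0.38 and 0.50 on the Cy3 arrays P9 and P11, and at 1.21 and 2.19 on the Cy5 arrays P13 and P15. A dye effect specific to 3T3-tTA therefore stays open for Chaf1a.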

The recruitment of 245 of mRNAs to ribosomes was decreased (Table S3). The translationally repressed mRNAs were more diverse than the stimulated mRNAs including categories related to differentiation and cell migration (Table S5). 

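Under cell migration Table S5 lists 10 genes, 6 of which had a clone with a row. Their log2 differences in polysomal/total ratio lay between -0.96 and -0.56 (median -0.75), and 2 clones had an unadjusted p under 0.05. Of the 4 genes under regulation of cell migration, 3 had a row, with a median of -0.72. Hmga2 (H3040E06), one of the repressed genes with the smallest p, had a log2 polysomal/total ratio of -0.37 ± 0.10 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and 0.55 ± 0.38 (SD, n = 4 arrays) in 3T3-tTA. The difference was -0.92 (standard error 0.25, adjusted p = 1.00 from limma).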

While we expected activation of translation as a function of eIF4E induction, the large number of genes whose translation was repressed after eIF4E induction is surprising. Mechanisms that can modulate translational activity of subsets of transcripts exist e.g. micro RNAs (miRNA), which target transcripts for translational silencing [31]–[33]. We hypothesized that miRNA mediated repression, as a possible eIF4E compensatory mechanism, could account for some of the translational repression and searched for overrepresentation of miRNA target sequences among the translationally repressed genes [34]. Interestingly, we found an enrichment of genes with target sites for several miRNAs (14 different miRNAs, Table S5). 

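The 14 miRNAs have 75 listed target genes in the repressed list, 44 of which had a clone with a row. These 44 genes had log2 differences in polysomal/total ratio from -1.27 to -0.46, with a median of -0.78. For miR-505, which with miR-204 has the most listed targets (15 each), 10 genes had a row, with a median of -0.75. For miR-204 there were 9, with a median of -0.87. Each of these genes was in the list because its ratio had fallen on these arrays, and the target predictions for the other clones of the array were not used here. The paper proposes that repression through miRNAs may account for a part of the translationally repressed genes.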

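Among the activated genes, targets of miR-208 were the listed miRNA category. Of its 5 listed genes 4 had a clone with a row, with log2 differences in polysomal/total ratio of 0.35 to 0.73 (median 0.64).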

A similar search among translationally activated transcripts yielded enrichment of only one miRNA (Table S4). This suggests that compensatory miRNA-mediated translational repression might explain a part of the genes that were identified as translationally repressed. Furthermore, untranslated small RNAs/miRNAs have recently been shown to affect the rate-limiting steps of translation initiation [35], [36].

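Cytosolic ribosomal protein genes of the activated list had 28 clones of 21 genes with a row. Their log2 difference in polysomal/total ratio between 3T3-tTA-eIF4E and 3T3-tTA ranged from 0.35 to 1.18 (median 0.54, median standard error 0.25). The median over clones of the mean log2 polysomal/total ratio was 0.95 in 3T3-tTA-eIF4E and 0.34 in 3T3-tTA. For 8 of the 28 clones every array of 3T3-tTA-eIF4E lay above every array of 3T3-tTA, and 6 had an unadjusted p under 0.05. Rps26 is counted here by the paper's symbol, although an accession the paper gives for it belongs to Ikzf4 in RefSeq. Rps24 was measured by 2 clones with closely similar values. Clone H3145D12 had a log2 ratio of 1.07 ± 0.19 (SD, n = 4 arrays) against 0.42 ± 0.22 (SD, n = 4 arrays), a difference of 0.65 (standard error 0.23), and clone H3145D11 had 1.10 ± 0.20 against 0.48 ± 0.36, a difference of 0.63 (standard error 0.22). Rpl15 (H3087E03) had the largest difference, 1.18 (standard error 0.36), with 0.90 ± 1.02 against -0.29 ± 0.46 and arrays that overlapped. It fell to 0.77 without P1, or 0.60 without P1 and the dye term. On the 4 scanned arrays alone it was 0.47 with loess and no background correction, and 0.0131 after background correction by normexp. Rpl12 (H3113D04) differed by 0.87 (standard error 0.32) and Rps15a (H3118C12) by 0.79 (standard error 0.32). Rpl39 (H3106G02) differed by 0.57, and after the same correction by -1.25. Rps13 (H3114C12) differed by 0.52, and by -0.24 on the Cy3 arrays alone. All of these clones had adjusted p-values of 1.00 from limma.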

Among the different classes of mRNAs that were recruited to ribosomes, the most unexpected was that ribosomal protein mRNAs from both the small and large subunits (Table S3, Table S4). It is striking, however, that not all ribosomal protein mRNAs were recruited: 26 out of 63 ribosomal protein mRNAs as well as 2 out 13 mitochondrial ribosomal protein mRNAs on the array were recruited to polysomes. 

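The clones of the array beyond those in the paper's tables carry no gene name in the files used here, so the ribosomal protein genes outside the tables were not analysed. Of the 22 cytosolic ribosomal protein genes of Table S3 with a row, 21 activated and 1 repressed, limma on extraction means called 0 as higher. SAM on spot pairs called 19, 18, 17 and 17 under the 4 same-dye pairings and 4 with the pairs behind Table S3. Both mitochondrial genes had a row. Mrpl18 (H3101D10) had a log2 polysomal/total ratio of 0.93 ± 0.61 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and -0.34 ± 1.21 (SD, n = 4 arrays) in 3T3-tTA, a difference of 1.27 (standard error 0.60). Array P11 stood at -2.10, and without it the difference was 0.60. Mrpl13 (H3030A04) gave 0.70 ± 0.13 and 0.27 ± 0.51, a difference of 0.43 (standard error 0.28), which was 0.15 without array P15. Both adjusted p-values were 1.00 from limma, 0 of these clones had an unadjusted p under 0.05, and SAM on spot pairs called 1 or 2 of the 2 genes under the same-dye pairings and 0 with the pairs behind Table S3. Rpl3, listed as repressed, had a difference of -0.59 (standard error 0.31).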

Importantly, the sedimentation of growth-related mRNAs was also shifted to heavier polysomes: these include mRNAs encoding anti-apoptotic proteins; growth factors; various cell signaling proteins (kinases, phosphatases); transcription factors and proteins involved in growth and proliferation, mRNA processing, protein degradation and modification, cellular detoxification and transport (Table S3).

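Atp5g1 (H3119A04), listed as activated in Table S3, had a log2 polysomal/total ratio of 0.59 ± 0.14 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and 0.13 ± 0.27 (SD, n = 4 arrays) in 3T3-tTA. The difference was 0.46 (standard error 0.24, adjusted p = 1.00 from limma), and the arrays of the lines did not overlap. Mif, in the same list, changed 1.65-fold with overlapping arrays. BI-1, dad1 and survivin, which the paper lists in Table S2, had no named clone with a row and were not analysed here.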

### eIF4E overexpression stimulates the translation of a subset of mRNAs

To demonstrate that the eIF4E-induced recruitment of mRNAs to polysomes results in enhanced protein levels, several of the proteins of the newly-identified targets were analyzed by Western blotting. The selection of mRNAs was based on the analysis presented above as well as a preliminary analysis of translational activation (Tables S2 and S3). 

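Of the 77 entries of Table S2, 27 (35.1%) were found in the activated list of Table S3, matched by accession, clone or gene name with older names included. A further 50 were in neither list, and 1 gene of the 27, Tomm20, has clones in both the activated and the repressed list. Of the 21 ribosomal protein entries of Table S2, 14 were found among the activated. Names that could not be matched between the tables count as not found. The 3 entries of unknown function that are given by clone had rows outside Table S3, with changes of 1.18-fold to 1.26-fold.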

Most genes found in the preliminary analysis were also identified in the final analysis. Some genes failed to pass the more stringent threshold in the final analysis, yet exhibited the translational activation that was predicted, showing that false negatives occur in the present final analysis. To further corroborate our results, NIH 3T3 cells and primary mouse embryonic fibroblasts (MEFs) that constitutively express hemagglutinin-tagged eIF4E (HA-eIF4E) were examined in parallel to the inducible cell line (Fig. 2A and B). HA-eIF4E was detected in the stable cell lines (Fig. 2A, lanes 12 and 14) and was expressed at ∼50% of the level of endogenous eIF4E, assuming that the anti-eIF4E antibody reacts with the HA-tagged protein with an affinity similar to that of eIF4E. We chose to study the levels of several representative eIF4E targets because of the anti-apoptotic and proliferative activities of eIF4E: three anti-apoptotic proteins, bax-inhibitor 1 (BI-1), defender against cell death 1 (dad1) and survivin; the mitosis-related factor centromere autoantigen A (cenpA); the growth- and angiogenic-factor macrophage migration inhibitory factor (MIF) and ribosomal proteins. eIF4E overexpression led to a significant increase (2- to 4-fold) in the amounts of BI-1, dad1, survivin, cenpA and MIF proteins in both the inducible and constitutive cell lines (Fig. 2A). Overexpression of eIF4E also caused a significant increase in the amount of a subset of ribosomal proteins from both ribosomal subunits (Fig. 2A, compare lanes 7–10 to 6). In accordance with these data, increased levels of the ribosomal proteins were also observed in the NIH 3T3 cells and MEFs that constitutively express HA-eIF4E (lanes 12 and 14). To control for specificity, the expression of other translation factors (eIF4GI and eIF4AI), components of the PI3K/Akt/mTOR signaling pathway (TSC2, raptor and the translational repressor 4E-BP1) and β-actin was also determined. No changes in their protein levels were observed in eIF4E-expressing cells (Fig. 2B). Importantly, the levels of ribosomal proteins whose mRNAs did not shift in the polysome gradients (S6, L7a and L9) also failed to increase in response to eIF4E induction (Fig. 2B, lanes 7–10, 12 and 14). These data demonstrate that eIF4E specifically increases the translation of a subset of mRNAs.

**Figure 2:**
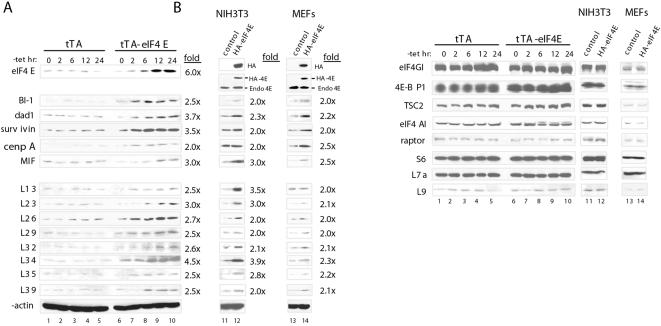
eIF4E induction stimulates the translation of a subset of mRNAs. A) Western blotting of extracts from 3T3-tTA versus 3T3-tTA-eIF4E cells after eIF4E induction (0 to 24 hr) and from NIH 3T3 cells and MEFs that constitutively express HA-eIF4E or vector alone. eIF4E induction was determined by using anti-HA and anti-eIF4E antibodies. Fold increase at the 24 hr time point was determined using NIH Image. B) Western blotting experiments were performed as described in (A). These experiments were repeated three times using three different sets of whole-cell extracts.

eIF4E induction could in principle either facilitate the recruitment of mRNA to ribosomes or affect protein stability. To distinguish between these two possibilities, RT-PCR was performed on total RNA and polysomal fractions from uninduced and induced 3T3-tTA-eIF4E cells. mRNA levels of two anti-apoptotic proteins (BI-1, survivin), the growth-related factor MIF, a subset of ribosomal proteins (L23, L34, L9, S17) and β-actin were examined. No changes in total mRNA levels were detected after induction (Fig. 3A, last two lanes). Next, the mRNA distribution along the sucrose density gradient was studied. The mRNAs for BI-1, survivin and MIF all shifted to the heavier polysome fractions in the eIF4E-overexpressing cells (Fig. 3A). eIF4E induction also led to increased association of the ribosomal protein mRNAs L23 and L34 with the heavier polysome fractions (Fig. 3A). Two other ribosomal protein mRNAs (L9 and S17) failed to shift to heavier polysomes after eIF4E induction (Fig. 3A). We did not observe changes in β-actin mRNA distribution along the gradient between induced and uninduced cells (Fig. 3A). To ensure that the RT-PCR assay is a valid assay for measuring mRNA distribution along the sucrose density gradient, L34 and β-actin mRNA distribution was also determined by Northern blotting. In agreement with the RT-PCR data, the L34 mRNA shifted to heavier polysome fractions in the eIF4E-overexpressing cells (Fig. 3B). No change in β-actin mRNA distribution was observed (Fig. 3B). Thus, eIF4E overexpression facilitates the recruitment of a subset of mRNAs to polysomes.

**Figure 3:**
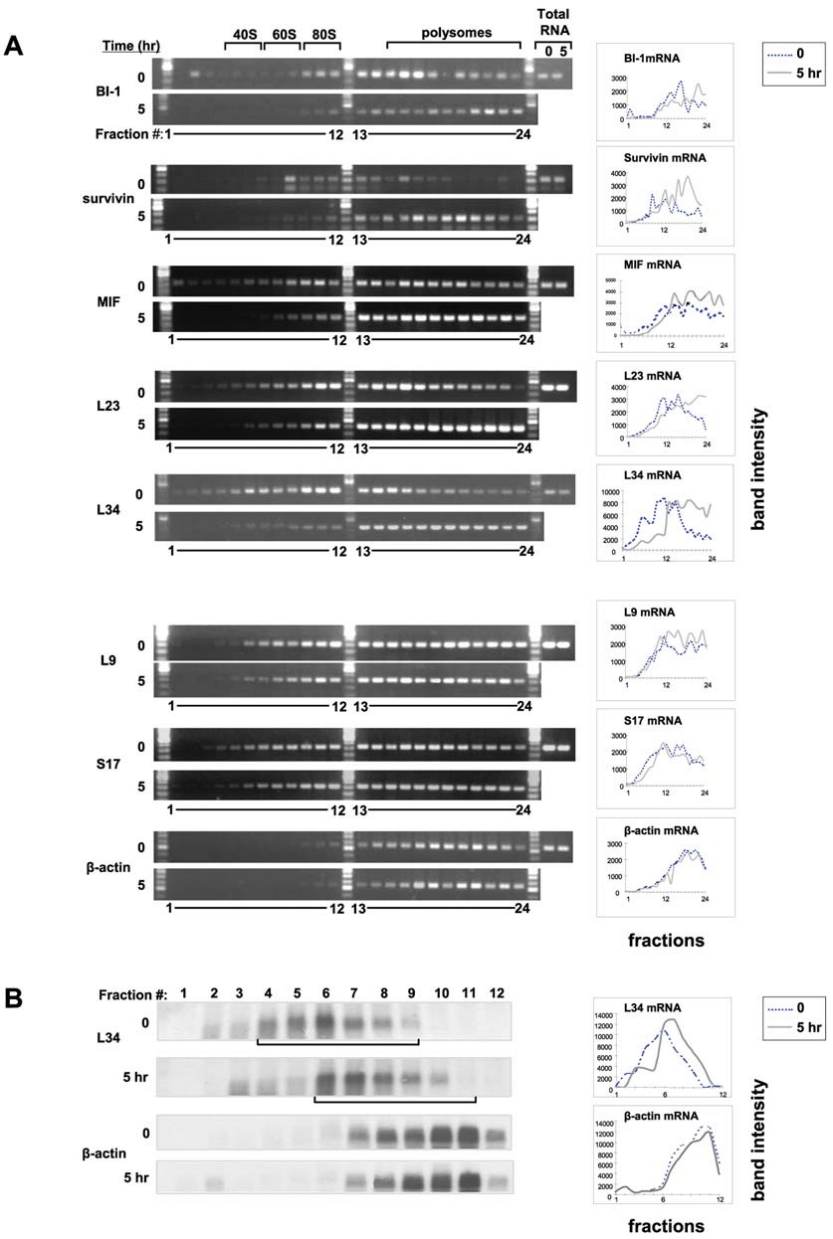
eIF4E induction causes an increase in the recruitment of a subset of mRNAs to polysomes. A) Total and polysomal (24 fractions) RNA from induced (−tet for 5 hr) and uninduced (+tet for 5 hr) 3T3-tTA-eIF4E cells was reverse transcribed into cDNA. Primers for BI-1, survivin, MIF, L23, L34, L9, S17 and actin were used to assess mRNA levels. Amplified PCR bands from the polysomal fractions were quantified using NIH Image, and absolute values were plotted. B) The effect of eIF4E induction on L34 mRNA distribution was assessed by northern blotting. Polysomal RNA was isolated from induced (−tet for 5 hr) and uninduced (+tet for 5 hr) 3T3-tTA-eIF4E cells and fractionated into 12 fractions (for purpose of detection). The RNA was loaded on an agarose denaturing gel and transferred to a nitrocellulose membrane. Membranes were probed with radiolabeled murine L34 and actin probes. Bands were quantified using NIH Image, and absolute values were plotted.

### eIF4E knockdown leads to decreased expression of eIF4E target proteins

To further ensure that the above described effects are a direct consequence of eIF4E induction, we used small interfering RNA (siRNA)-mediated knockdown of eIF4E to show that the novel targets were affected by eIF4E depletion. An siRNA against murine eIF4E was transiently transfected into NIH 3T3 cells. Another siRNA, 4E-T-inv, which corresponds to a scrambled sequence of the human 4E-transporter protein (4E-T; [37]) and which has no homology to any murine EST or cDNA, was used as a control. Transient transfection of the eIF4E siRNA resulted in a decrease (2- to 3-fold) in eIF4E protein levels relative to the mock-transfected and to the 4E-T-inv siRNA–transfected cells (Fig. 4, compare lanes 1 and 2 to 3). eIF4E knockdown caused a significant decrease (∼4 to 6-fold) in the levels of dad1, survivin, cenpA and MIF protein, which is consistent with our finding that eIF4E overexpression causes their increased expression (compare lanes 1 and 2 to lane 3). The level of ODC, a known target of eIF4E [38], [39], was also significantly reduced (∼4-fold) in eIF4E siRNA transfected cells (Fig. 4). Knockdown of eIF4E also resulted in a decrease of L13, L23, L26, L29, L32, L34, L35 and L39 protein levels (2- to ∼8-fold; Fig. 4). As expected, no changes in the expression of eIF4GI, eIF4AI, raptor, TSC2, 4E-BP1 and β-actin proteins were observed (Fig. 4, lanes 4–6). Furthermore, no decrease in L5, L7a or S6 proteins was seen in these cells (Fig. 4, lanes 4–6). These results confirm that eIF4E preferentially stimulates the translation of a subset of mRNA targets. 

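The array column of Table S6 holds fold changes from either the preliminary or the final analysis. The values here come from one fit. Rpl7a (H3144G03) had a log2 polysomal/total ratio of 0.20 ± 0.42 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and -0.60 ± 0.42 (SD, n = 4 arrays) in 3T3-tTA, a difference of 0.80 (standard error 0.31) or 1.74-fold. Rpl13 (H3111G11) changed 1.39-fold, and array P1 lay below the other arrays of 3T3-tTA-eIF4E. Rpl35 (H3117C06) changed 1.39-fold, Rpl32 (H3064D10) 1.47-fold, Rpl26 (H3030E08) 1.29-fold, Rps7 (H3122C10) 1.60-fold and Rps3a1 (H3115E08) 1.46-fold. Rpl27 (H3042C11) changed 2.26-fold and Rpl37 (H3133F06) 1.32-fold. Where a gene had 2 clones the changes were 1.41-fold and 1.33-fold for Rpl23 (H3122C08 and H3013F03), 1.45-fold and 1.27-fold for Rpl29 (H3004G11 and H3016G06), 1.50-fold and 1.38-fold for Rps26 (H3035A02 and H3120B03), 1.82-fold and 1.44-fold for Rpl12 (H3113D04 and H3079A02) and 2.27-fold and 1.58-fold for Rpl15 (H3087E03 and H3027H01). Each of these clones had an adjusted p of 1.00 from limma on extraction means.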

Our results are summarized in Table S6.

**Figure 4:**
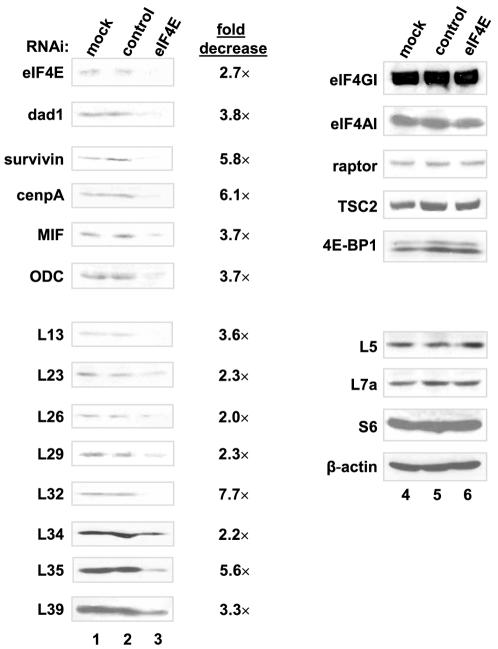
siRNA mediated knockdown of eIF4E in NIH 3T3 cells. NIH 3T3 cells were transiently transfected with an siRNA against murine eIF4E or with a control siRNA, 4E-T-inv (scrambled sequence of human 4E-T), for 48 hr. Cells were lysed, and protein extracts were subjected to SDS-PAGE, followed by western blot analysis. The RNAi-mediated knockdown was repeated three times.

### eIF4E and apoptosis

eIF4E protects cells against apoptosis [40]. The identification of novel anti-apoptotic eIF4E targets such as BI-1 [41], dad1 [42] and survivin [43] could explain the anti-apoptotic activity of eIF4E. It was therefore pertinent to show that induction of eIF4E protects cells against apoptosis. As previously shown [40], constitutive expression of HA-eIF4E protected cells against ionomycin-induced apoptosis (24 hr: 23% vs. 11% apoptotic; Fig. 5A). The protective effect of eIF4E was even more striking in the eIF4E-inducible cell line because it expresses more eIF4E than does the constitutively expressing HA-eIF4E cell line: eIF4E overexpression in the induced 3T3-tTA-eIF4E cells resulted in a substantial decrease in ionomycin-induced apoptosis (24 hr: 33% vs. 12%; Fig. 5B). No difference was detected in the 3T3-tTA parental cell line (Fig. 5B). eIF4E overexpression also prevented the activation of pro-caspase 12 and pro-caspase 3. When 3T3-tTA and 3T3-tTA-eIF4E cells were induced for 16 hr and then treated with ionomycin, pro-caspase 12 and pro-caspase 3 cleavage to generate their active forms was not observed in induced 3T3-tTA-eIF4E cells. In comparison, pro-caspase cleavage was easily detected in induced 3T3-tTA and uninduced 3T3-tTA-eIF4E cells (Fig. 5C, compare lane 6 to lanes 2 and 4, respectively).

**Figure 5:**
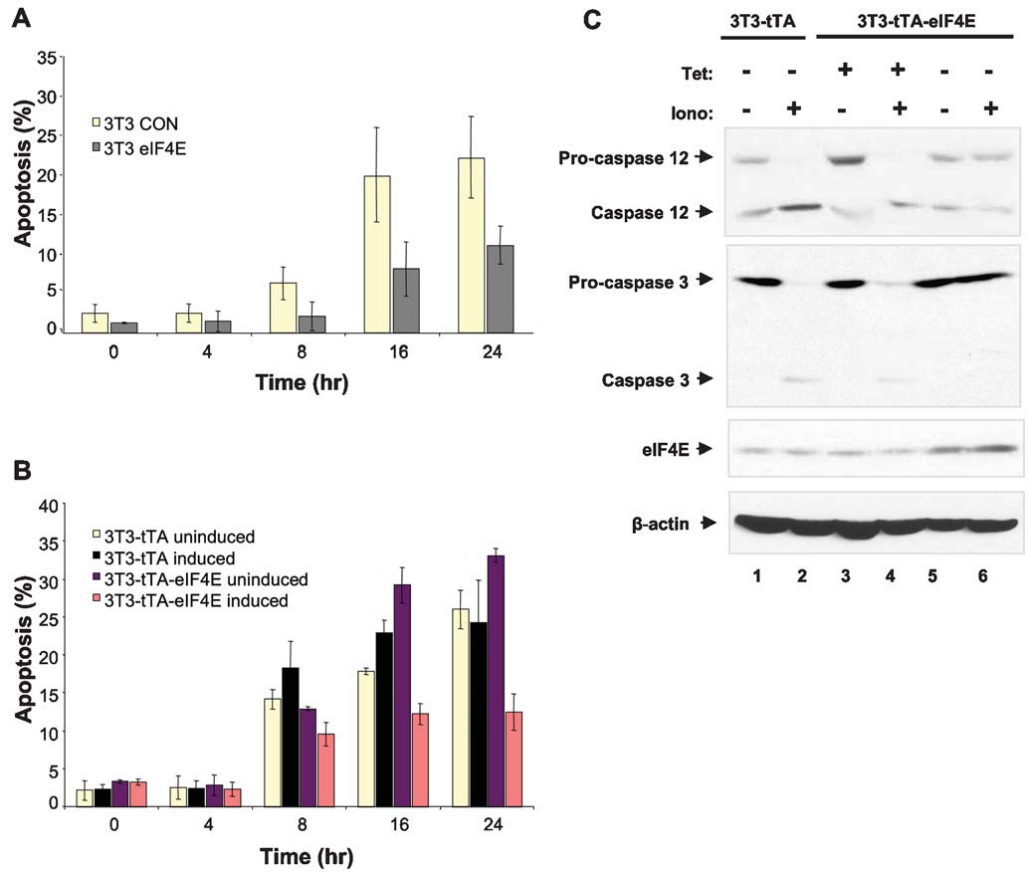
eIF4E induction protects cells against ER-mediated apoptosis. A) 3T3 cells that stably express HA-eIF4E were treated with 5 µM ionomycin for different periods, fixed and stained with propidium iodide. The percentage of apoptosis was quantified by flow cytometry (triplicates were pooled to generate the s.d.) B) 3T3-tTA and 3T3-tTA-eIF4E cells were seeded at 75% confluency and cultured for 8 hr. Tetracycline containing medium was then replaced by a tetracycline free medium for 16 hr to induce eIF4E expression. Uninduced cells were cultured for the same period without removal of tetracycline. Cells were treated with ionomycin and processed as described in (A). C) 3T3-tTA and 3T3-tTA-eIF4E cells were seeded and cultured with or without tetracycline as described in (B). Cells were then cultured for 24 hr in complete medium±5 µM ionomycin. Protein extracts were resolved by SDS-PAGE and transferred to membranes, which were immunoblotted with anti–caspase 3 and anti–caspase 12. eIF4E expression was also examined by immunoblot; elevated eIF4E levels were only detected in 3T3-tTA-eIF4E induced cells (−tet).

### eIF4E and ribosomal protein mRNA translation

The mechanism by which only a subset of mRNAs are selectively translated upon over expression of eIF4E is not immediately clear. The simplest mechanism would be that features in the UTRs determine which transcripts are selected for translational activation when eIF4E is increased [23]. To test whether any known UTR elements were enriched among genes that were translationally activated, we used the annotation provided by the UTRsite [44]. All elements that showed a >2-fold enrichment and a Fisher's test p-value<0.05 were considered significant. Two known elements were enriched among transcripts that were translationally activated: 5′-TOP (5′-terminal oligopyrimidine) and Mos-PRE (Mos polyadenylation response element) (Table S4).

The TOP sequence is present at the 5′ end of all mammalian ribosomal protein mRNAs and several translation factor mRNAs, and plays a critical role in their translational regulation [reviewed in 45,46]. An interesting possibility is that only a subset of TOP sequences confers differential eIF4E responsiveness. We therefore examined the effect of eIF4E induction on a TOP-responsive luciferase reporter: DNA segments containing the promoters and 5′ UTRs of murine ribosomal proteins L32, L32 mut (non-TOP), S16, S16 mut (non-TOP), L30 and β-actin (non-TOP) were subcloned upstream of the luciferase gene. Only the L32 ribosomal protein mRNA is an eIF4E target. 3T3-tTA and 3T3-tTA-eIF4E cells were transfected with the various luciferase reporters and induced for 16 hr. Induction of eIF4E led to increased activity of only the TOP-containing L32 5′ UTR reporter (2- to 3-fold; Fig. 6A). Strikingly, mutating the TOP sequence in the L32 5′ UTR abrogated its responsiveness to eIF4E (Fig 6A). eIF4E overexpression did not affect the activity of the mRNAs which contain sequences that do not respond to eIF4E: L30, S16, S16 non-TOP mutant or the β-actin 5′ UTR–containing reporters (Fig. 6A). Luciferase activity of the reporters was also investigated in the parental cell line 3T3-tTA. No increase in activity was detected in these cells (Fig. 6B).

**Figure 6:**
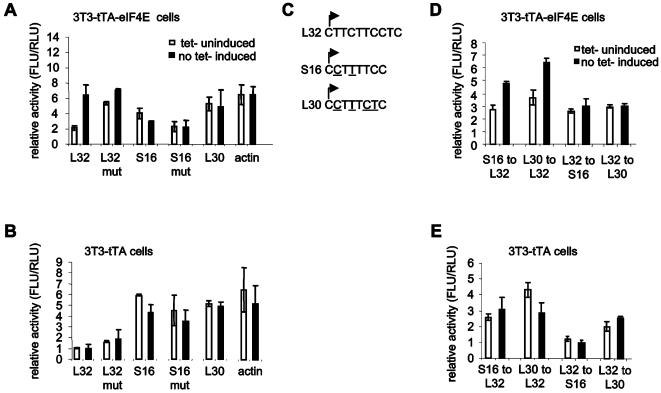
eIF4E and TOP mRNA translation. A) DNA segments encompassing the promoters and 5′ UTRs of L32, L32 mut (non-TOP), S16, S16 mut (non-TOP), L30 and β-actin were subcloned upstream of the firefly luciferase gene. 3T3-tTA-eIF4E cells were transfected with the various firefly luciferase reporters and a renilla luciferase reporter, which was used for transfection efficiency, and were cultured for 32 hr. Tetracycline containing medium was then replaced by a tetracycline free medium for 16 hr; control (non-induced) cells were cultured in parallel with tetracycline. Firefly luciferase activity (FLU) was measured and normalized against renilla luciferase activity (RLU). B) Luciferase activity of the reporters was measured in the parental cell line 3T3-tTA as described in (A). C) TOP sequences of L32, S16 and L30 are depicted. The arrows indicate the transcriptional start site. The nucleotide changes between L32 and S16 and L32 and L30 are underlined. D) Mutated reporters were generated by exchanging the TOP sequences of L32, S16 and L30. Luciferase assays were performed as described in (A). E) Luciferase activity of the reporters was measured in the parental cell line 3T3-tTA as described in (A). Assays were carried out in triplicate. Luciferase activities represent an average obtained from three independent experiments.

Next, we wished to determine whether the L32 TOP element alone could confer responsiveness to eIF4E independently of the downstream 5′UTR sequence. To this end, the S16 and L30 TOPs were exchanged for the L32 TOP (Fig. 6C). Significantly, eIF4E induction led to increased luciferase activity (2- to 3-fold) of both the mutated S16 and L30 5′ UTRs, which now possessed the L32 TOP sequence (Fig. 6D). The TOP sequence of S16 and L30 was also introduced into the L32 5′ UTR (Fig. 6C). Consistent with the earlier results, the exchange of the L32 TOP for that of S16 and L30 (L32 to S16 and L32 to L30) rendered these mRNAs unresponsive to eIF4E (Fig. 6D). Luciferase activity was also investigated in the parental cell line 3T3-tTA. No increased activity was observed in these cells (Fig. 6E). Taken together, these results clearly demonstrate that eIF4E overexpression affects only a subset of TOP-containing mRNAs.

## Discussion

eIF4E is thought to stimulate the translation of a subset of mRNAs whose 5′ UTRs contain extensive secondary structure [23]. A prevailing model postulates that eIF4E functions as part of the eIF4F complex to melt the 5′ mRNA secondary structure to facilitate ribosome binding and scanning [7]. Because eIF4E is the limiting factor for eIF4F assembly, it determines the availability of eIF4F for unwinding of mRNA secondary structures [20], [21]. Through the use of microarray analysis of polysome fractions, we identified novel eIF4E targets that are involved in ribosome biogenesis, cell proliferation and survival. Many of these mRNAs are predicted to contain extensive secondary structure (e.g., BI-1, dad1, survivin, cenpA and MIF). We also identified mRNA targets that are not predicted to contain extensive 5′ secondary structure, partly because the search for targets was biased against such mRNAs. Two earlier studies suggested that eIF4E could stimulate ribosomal protein mRNA translation both *in vivo* and *in vitro* [47], [48]. Our study shows the importance of eIF4E in the translational regulation of a subset of ribosomal protein mRNAs.

A large body of evidence is consistent with the notion that synthesis of ribosomal proteins is required for cell growth, proliferation and survival [46], [49]–[51]. Increased ribosomal protein and rRNA synthesis promote the assembly of ribosomes and subsequently affect the rate of protein synthesis. Many types of cancers exhibit elevated amounts of ribosomal proteins [49], [52]–[55]. They also often exhibit higher rates of protein synthesis activity that are proportionate to their increased growth and proliferation [49].

Several of the ribosomal proteins identified here as targets of eIF4E are upregulated in different cancers. For example, S13 and L23 are upregulated in multi-drug-resistant gastric cancers and promote multi-drug resistance by suppressing apoptosis [56]. L32 expression correlates with the progression of human prostate cancer [57], and S27 is overexpressed in melanomas [58]. In this report, we show that eIF4E overexpression affects the translation of only a subset of TOP mRNAs. Thus, one possibility is that some of the functions of ribosomal proteins in control of cell growth, proliferation, differentiation and survival are extra-ribosomal [49], [59]. This is consistent with a lack of increase in rRNA levels or differential rRNA processing in the eIF4E-overexpressing cells (unpublished observations).

Rapamycin inhibits mTOR activity and consequently diminishes eIF4E function [60]. Grolleau et al. identified mRNAs whose translation is suppressed by rapamycin treatment of Jurkat T cells [61]. Many of the mRNAs whose association with polysomes was decreased by rapamycin were also identified here, such as survivin, dad1, ribosomal proteins S7, S9, S13, S21, S24, S26, S27, L13, L23, L29, L32, L34 and L35, proteasome subunit β type 1 and type 3, protein tyrosine phosphatase 4A2, cyclophilin A, glutathione-*S*-transferase and the ATPase synthase subunit C. Another study has also shown that TOR inhibition in yeast leads to a significant decrease in the translation of mRNAs encoding initiation factors and ribosomal proteins [62]. These results are important in establishing a direct link between the tumorigenic properties of components of the PI3K/Akt/mTOR pathway and translation initiation via eIF4E. mTOR phosphorylates directly or indirectly several translation factors including 4E-BPs, S6Ks, eIF4G, eIF4B and eEF2 [reviewed in 63,64,65]. Because inhibition of mTOR by rapamycin results in a reduction of similar set of mRNAs whose translation is also stimulated by eIF4E [61], it can be concluded that mTOR stimulates translation via its phosphorylation of the eIF4E repressors, the 4E-BPs. Thus, eIF4E is an important target of the PI3K/Akt/mTOR pathway that mediates its wide-ranging cellular activities [63], [65]–[67].

A recent study that was published after this paper was completed also identified targets of eIF4E [25]. However, this study used stably eIF4E-expressing NIH 3T3 cell line. Thus, it is likely that some of the results published by Larsson et al. are due to secondary effects of eIF4E overexpression. We used a relaxed significance threshold (q<20%, as defined in SAM) as previously described [25], to identify genes that are differentially translated in each study and then identified the overlap. This approach resulted in identification of 340 cDNA clones representing 214 unique genes with gene identifiers. The list included several ribosomal proteins. The lack of a larger overlap is most likely due to a combination of biological and technical issues. The biological differences include the model system, a short period of eIF4E induction in the present study and the possible secondary consequences of constant eIF4E expression in the previous report. Technical differences include the definition of the translationally active pool, study design, differences in protocols used for microarray labeling and hybridization and usage of a cDNA platform that has been shown to show higher variability in a high proportion of cases (although it is beyond the scope of this study to define the performance of the platform across labs, chip-versions and batches) [68].

This study identified novel anti-apoptotic eIF4E targets, including survivin, which has a well-documented role in cancer cell growth and cell survival [43]. Survivin is highly expressed in several cancers, and its expression is sensitive to PI3K/Akt/mTOR inhibitors [69], [70]. CenpA, dad1, BI-1 and MIF are also overexpressed in human cancers [71]–[75]. eIF4E-mediated expression of these proteins would therefore significantly increase cellular proliferation and inhibit apoptosis. In summary, overexpression of eIF4E preferentially stimulates the translation of a subset of mRNAs that encode small- and large-subunit ribosomal proteins, anti-apoptotic proteins and cell growth–related factors. Deciphering how the translational machinery preferentially translates these mRNAs will lead to a better understanding of the proteome's regulation and its involvement in diseases such as cancer.

## Materials and Methods

### Generation of eIF4E-overexpressing cell lines

The eIF4E-inducible NIH 3T3 (3T3-tTA-eIF4E- TET OFF system) cell line was previously described [27]. The 3T3-tTA parental cell line was used as control. The cell line that stably overexpresses eIF4E was generated using the pBabe retroviral system (Clontech). The packaging cell line Phoenix Ecotropic (transformed human embryonic kidney cells) was cultured in DMEM with 10% FBS. The packaging cell line was transfected as described by Dr. G. Nolan's protocols (www.stanford.edu/group/nolan/phx_helper_free.html) with two vectors: pBabewt (no insert) and pBabe-HA-eIF4E (3 HA tags). Virus was harvested from the packaging cell line 48 hr after transfection and was used to infect NIH 3T3 cells and MEFs. Cells were infected twice (every 24 hr) in the presence of 8 µg/ml polybrene (Sigma). Transduced NIH 3T3 cells were subjected to drug selection (2 µg/ml puromycin, final concentration) 48 hr after infection. A polyclonal population resistant to puromycin was used for analysis of protein expression. Primary MEFs (passage 4) were used to generate the HA-eIF4E-expressing MEFs as described above. Selection of MEFs was performed for 3 days. A polyclonal population resistant to puromycin was used for analysis of protein expression. Cells were lysed in 40 mM HEPES-KOH [pH 7.5], 120 mM NaCl, 1 mM EDTA, 10 mM pyrophosphate, 10 mM glycerophosphate, 50 mM NaF, 1.5 mM Na_3_VO_4_, 0.3% CHAPS and one tablet EDTA-free protease inhibitors (Roche) for 10 min on ice. Protein supernatants were recovered after a 10-min spin at 14,000 g. Protein concentration was determined using the Bradford reagent (BioRad). Protein extracts were subjected to SDS-PAGE and transferred to a nitrocellulose membrane, which was probed with various antibodies as described below.

### Sucrose gradient fractionation and polysome isolation

3T3-tTA-eIF4E and 3T3-tTA cells were grown in 150-mm dishes to 80% confluency. eIF4E expression was induced by removing tetracycline from the medium for 5 hr; cells were then treated with cycloheximide (100 µg/ml) for 15 min at 37°C. Cells were washed three times in cold PBS containing 100 µg/ml cycloheximide and were scraped off the plate using a rubber policeman and 1 ml of the same solution. Cells were centrifuged for 5 min at 1,000 rpm and resuspended in 850 µl hypotonic lysis buffer (5 mM Tris-HCl, pH7.5; 2.5 mM MgCl_2_; 1.5 mM KCl). Cells were transferred to a pre-chilled tube and incubated with 100 µg/ml cycloheximide, 2 mM DTT and 2 µl RNAsin Inhibitor (40 U/µl; Stratagene). Cells were incubated on ice for 5 min and vortexed. To each 850 µl of cells, 50 µl of 10% Triton X-100 and 50 µl of 10% sodium deoxycholate were added; cells were then vortexed and incubated on ice for 5 min. Cell extracts were centrifuged for 5 min at 14,000 rpm; the supernatants were collected and loaded onto a pre-chilled 10–50% sucrose gradient. Each gradient was formed by mixing 5.5 ml of 10% and 50% sucrose in a Beckman Centrifuge tube (14×89 mm; Beckman Instruments #3311372, CA, USA) using a Labconco pump (Kansas City, MO, USA). Gradients were placed in a Beckman SW40Ti rotor and centrifuged at 35,000 rpm for 2 hr at 4°C. Fractions were collected (24 fractions of 12 drops each) using a Foxy JR ISCO collector and UV optical unit type 11 (St-Lincoln, NE, USA).

### RNA isolation for microarrays

Total RNA was isolated using Trizol as described by the manufacturer (Invitrogen). RNA from sucrose gradients was isolated by using Trizol at a 1∶1 ratio (500 µl of fraction and 500 µl of Trizol). The last seven fractions (#18–24; heavy polysomes) were pooled, extracted with phenol-chloroform, ethanol precipitated and used for microarray analysis. RNA purity and integrity were assessed by spectrophotometric analysis (OD 260/280) and denaturing agarose gel.

### Microarray analysis

Total or polysomal RNA (10 µg) was used for microarrays. Microarrays were performed using a direct labeling protocol according to the UHN Microarrray Centre (Toronto, Canada, http://www.microarrays.ca/support/proto.html). Mouse 15K3 cDNA arrays were purchased from the UHN Microarrray Centre; they were scanned and the resulting images were digitalized using Axon GenePix 4000B scanner and software. Preliminary analysis was conducted using Iobion software (lowess approach) with a cutoff ratio of 1.5. The data from the final analysis was normalized using the bioconductor [76] library “limma” [77] and the non-print tip lowess approach without background subtraction [78] as this increases the accuracy of the obtained measurements [68]. Replicate spots on each array were separated and treated as independent. After normalization we identified structural variation from both dye bias and experimental set using principal components analysis (PCA, data not shown). We therefore used a paired analysis where samples were stratified based on dye and experimental set. This pairing did not introduce any bias in the analysis regarding these sources of structural variation. After pairing the biological theme, where the estimates from translational efficiency from two cell lines could be separated, was apparent in PCA components describing a large proportion of the total data set variation (data not shown). This indicates that the data analysis approach is valid.

Significant differentially expressed/translated genes were identified using the Significance Analysis of Microarrays (SAM) algorithm using a q-value threshold of q<0.1 [79]. SAM was performed in R (r-project.org) using the library (“samr”) and a “Two class paired” analysis. No data filtering was performed before SAM as described [80]. mRNAs whose polysomal/total were changed by at least 1.3-fold (q-value<0.1) between the eIF4E-overexpressing cell line and the parental cell line were considered significant. As we initially identified an over-representation of ribosomal genes and these tend to be highly expressed, which reduces the dynamic range of their fold changes, we used a relatively modest fold change criteria (1.3) in combination to our statistical threshold (q<0.1). The dataset has been submitted to GEO accession number GSE6639, including raw data files to enable future integrative analysis [81].

We used the Perl module GO: Termfinder [82] to assess overrepresentation of functional terms as defined by the gene ontology consortium [83], known RNA elements [44] and miRNAs [34], targetscan v3.0) among genes that were identified to be translationally regulated. The analysis was stratified into two parts assessing overrepresentation among genes that were translationally activated and translationally repressed. For this analysis, no fold change filtering was performed.

### Experimental design

All microarray comparisons were performed in quadruplicates using dye swaps performed on the same RNA extraction (thus 4 arrays were used per sample class derived from two separate RNA extractions).

For changes at the transcriptional level, total RNAs from the 3T3-tTA and 3T3-tTA-eIF4E cell lines were compared. Microarray experiments were performed on total RNA from uninduced (+tet for 5 hr) versus induced (−tet for 5 hr) 3T3-tTA cells, and the obtained ratios were compared to the ratios of total RNA from uninduced (+tet for 5 hr) versus induced (−tet for 5 hr) 3T3-tTA-eIF4E cells using the paired analysis described above.

For changes at the level of translation, total RNA was compared to heavy polysomal RNA from both 3T3-tTA and 3T3-tTA-eIF4E induced (−tet 5 hr) cell lines. Changes in the ratio between polysomal vs total RNA levels between 3T3-tTA and 3T3-tTA-eIF4E induced cells were identified using the paired analysis described above.

### Western blot analysis

Whole-cell extracts (NIH 3T3, 35–50 µg protein; MEFs, 125–250 µg) were resolved on a 4–20% gradient SDS-PAGE and transferred to a nitrocellulose membrane (BioRad). The membrane was blocked in 5% milk/1× PBS for 1 hr and probed overnight at 4°C with the appropriate antibody. The signal was detected with secondary antibodies conjugated to horseradish peroxidase at a dilution of 1∶1,000 and developed with chemiluminescence substrate (Amersham). Antibodies were purchased or received from the following sources: α-eIF4E (BD Biosciences); α-dad1 (A. Winoto, University of California, Berkley, CA, USA); α-cenpA (W. Lee, Murdoch Children's Research Institute, Parkville Victoria, Australia); α-MIF (T. Roger, Infectious Diseases Service CHUV, Lausanne, Switzerland); α-Bax-inhibitor-1 (MBL International); α-survivin (Novus Biologicals); α-L13, -L29, -L32, -L34, -L35 and -L39 (described previously in [84]; α-L26 (M. Kastan, St. Jude Children's Research Hospital, Memphis, TN, USA); α-L5 and α-L23 (H. Lu, Oregon Health & Sciences University, OR, USA.); α-L7a (S. Fumagalli, University of Cincinnati, OH, USA); α-L9 (Transduction Laboratories); α-eIF4GI N-terminal [85]; α-eIF4AI [86]; α-raptor (unpublished data); α-S6 and α-4E-BP1 (Cell Signaling Technology); α-TSC2 (Santa Cruz) and α-actin (Sigma).

### RT-PCR assays

RT-PCR was performed with the BD Biosciences RT-PCR kit (K1402-2). For the reverse transcription reaction, 1 µg of total RNA and 1 µl of each polysome fraction were used. The diluted cDNA (2 µl from a 1 in 100 dilution) was used in a 20 µl PCR reaction with Precision TaqPlus (Stratagene). Aliquots were loaded on a 1.5% agarose gel and visualized by ethidium bromide staining and UV shadowing. A 540 bp actin fragment was amplified using the mouse β-actin control amplimer set (BD Biosciences, #5408-1). All other cDNAs were amplified by PCR primers purchased from Invitrogen (all noted 5′-3′): BI-1-5′, GCCAGTTTTGCACTATGTATG; BI-1-3′, AGAGAGGACAGGAGCATGAG; Survivin 5′, CAGATCTGGCAGCTGTACCT; Survivin 3′, GGCTCTCTGTCTGTCCAGTT; MIF-5′, CTTATGTTCATCGTGAACACC; MIF-3′, GCGTTCATGTCGTAATAGTTGA; L23-5′, AGGACGCGGTGGGTCCTC; L23-3′, GCGTTGGATGCAATTCTGGG; L34-5′, ATGGTCCAGCGTTTGACATAC; L34-3′, ACTCTGTGCTTGTGCCTTCAA; L9-5′, AACATGATCAAGGGTGTCACG; L9-3′, GATGCCGTCCAAAAACTTCCT; S17-5′, TCATCGAGAAGTACTACACGC and S17-3′, CTGAGTGACCTGAAGGTTAG. Increasing PCR cycles (18–33) and cDNA from total RNA were used to determine the number of cycles needed for amplification in the linear range for each transcript. The linear range was determined to be 23 cycles for β-actin and 28 cycles for MIF, survivin, L23, L34, L9 and S17. RT-PCR quantification was performed using NIH Image software.

### Northern blot analysis

3T3-tTA-eIF4E cells from five 150-mm plates (70–80% confluency) that were induced by removing tetracycline from the medium (−tet for 5 hr) or that were uninduced (+tet for 5 hr) were collected, lysed and fractionated by sucrose gradient ultracentrifugation (as described above). RNA was fractionated into 12 fractions unlike for RT-PCR assays (24 fractions) for purpose of detection. The fractions were extracted using Trizol (as described above). RNA fractions were heated at 70°C for 10 min in RNA sample buffer, rapidly cooled on ice and loaded on a MOPS-formaldehyde agarose gel (Northern Max Kit, Ambion). RNAs were separated at 85 V, and visualized by UV shadowing. RNA was transferred to a BrightStar Plus membrane (Ambion) and crosslinked to the membrane by UV irradiation. cDNA fragments from L34 and actin were generated by PCR (refer to primers described above for RT-PCR). Denatured cDNAs were labeled using the Ready-to-Go DNA labeling kit (Amersham) in the presence of [α-^32^P]dCTP. Unincorporated dCTP was removed using micro Spin S-200 HR columns (Amersham). Membranes were prehybridized for 30 min at 42°C with hybridization solution (Northern Max Kit). Membranes were then incubated with 1×10^6^ cpm/ml of radiolabeled probe in hybridization solution overnight at 42°C. Membranes were washed as described in the manual (Northern Max Kit) and exposed to film.

### RNAi

siRNA against eIF4E was designed by Dharmacon software. Cells were seeded in 6-well plates at 20% confluency and transfected the next day using Lipofectamine Plus reagent (Invitrogen). On the day of transfection, cells were washed twice and incubated with 750 µl of OptiMem (Invitrogen) per well. The transfection protocol was as follows: in a polystrene tube (for one 6-well plate), 645 µl of OptiMem was added to 45 µl of 40 µM eIF4E or 4E-T inverted control siRNA (Dharmacon) and 60 µl of PLUS reagent (Invitrogen) and this mixture was incubated 15 min at room temperature. A mixture of OptiMem (690 µl) and Lipofectamine reagent (60 µl) (Invitrogen) was added and further incubated for 15 min at room temperature. Each well received 250 µl of the combined mixture, and the plates were incubated for 3 hr at 37°C. The transfection mixture was removed and replaced with complete medium. Cells from each 6-well plate were trypsinized and seeded onto one 150-mm plate 24 hr after transfection. Cells were harvested for western blotting and polysome fractionation 48 hr after transfection.

### Apoptosis assays

NIH3T3 cells that stably overexpress HA-eIF4E were cultured in 100-mm dishes at 75% confluency in complete medium with or without 5 µM of ionomycin (Sigma). The eIF4E-inducible cells, as well as the parental cells, were seeded in 100-mm dishes at 75% confluency and cultured for 8 hr, at which point tetracycline was removed from the medium to induce eIF4E for 16 hr. On the next day, both the inducible and parental cells were treated with 5 µM of ionomycin for 4, 8, 16 or 24 hr. All cells were fixed in 70% ethanol, stained with propidium iodide (50 µg/ml) and treated with RNAse A (20 µg/ml) in 1× PBS/5 mM EDTA for 1 hr at room temperature. The percentage of apoptosis was quantified by flow cytometry. For caspase 3 and caspase 12 immunoblots, cells were seeded in 150-mm dishes at 75% confluency and cultured for 8 hr. Cells were treated with a tetracycline free medium to induce eIF4E for 16 hr, after which the cells were cultured for 24 hr in complete medium with or without 5 µM of ionomycin. Cells were lysed as described above. Protein extracts (100 µg) were subjected to SDS-PAGE and immunoblotted with anti–caspase 3 and anti–caspase 12 antibodies (Cell Signaling Technology).

### Constructs

The plasmids for 5′ UTRs of murine β-actin, L32, L32 mut (non-TOP; C-A mut), S16, S16 mut (non-TOP) and L30 were provided by O. Meyuhas (Hebrew University, Jerusalem, Israel). DNA was PCR-amplified with PWO polymerase (Stratagene) and subcloned into the pGL3 basic-luciferase reporter (Promega). Primer sequences (including restriction enzymes sites, which are underlined) are as follows (all noted 5′-3′): 5′L32 and actin, ACGTACGCGTCGACGGCCAGTGCCAAG; 3′L32, ACGTAGATCTTTGGGATCCG GCAGCCAC; 3′actin, ACGTAGATCTTTGGGATCCTCTAGAGTCG; 5′S16wt and mut, ACGTACGCGTAAGCTTGCATGCACAGCT; 3′S16wt, ACGTCTCGAGGGATCCTCTAGCCACACC; 3′S16mut, ACGTCTCGAGGGATCCCCACACCGCAG; 5′L30wt, ACGTACGCGTAAGCTTCAGAACAAACGCC and 3′L30wt, ACGT CTCGAGGGATCCTCTAGCCAGCCG. Constructs were verified by restriction enzyme digests and were sequenced using two oligonucleotides: sense, CTAGCAAAATAGGCTG TCCCC, and reverse, TTTATGTTTTTGGCGTCTTCC.

The wild-type S16 and L30 TOP sequences were replaced by the TOP sequence of L32. The primers listed below were used to generate the mutated constructs S16 to L32, L30 to L32, L32 to S16 and L32 to L30 (restriction enzyme sites are underlined (all noted 5′-3′): 5′S16-L32, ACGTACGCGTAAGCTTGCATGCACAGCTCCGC; 3′S16-L32, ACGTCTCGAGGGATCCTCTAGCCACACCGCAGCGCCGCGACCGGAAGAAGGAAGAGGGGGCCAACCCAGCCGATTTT; 5′L30-L32, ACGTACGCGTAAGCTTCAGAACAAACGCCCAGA; 3′L30-L32, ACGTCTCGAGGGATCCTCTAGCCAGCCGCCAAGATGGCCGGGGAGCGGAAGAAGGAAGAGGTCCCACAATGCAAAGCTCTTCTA; 5′L32-S16 and -L30, ACGTACGCGTAAGCTTGCATGCCTGCAGGT; 3′L32-S16, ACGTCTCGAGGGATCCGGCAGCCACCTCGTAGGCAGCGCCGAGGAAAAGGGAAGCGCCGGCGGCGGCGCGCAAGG and 3′L32-L30, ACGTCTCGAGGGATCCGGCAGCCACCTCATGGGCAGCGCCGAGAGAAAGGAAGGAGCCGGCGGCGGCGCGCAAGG.

### Luciferase assays

Cells were seeded in 6-well plates (5×10^5^ cells/well), transfected with 2.5 µg of Firefly luciferase reporter and 250 ng of pRL-TK (Renilla luciferase reporter) for transfection efficiency (Promega) and were cultured for 32 hr. Cells were then induced to overexpress eIF4E by removing tetracycline for 16 hr. Transient transfections with Lipofectamine Plus reagent (Invitrogen) were performed according to the manufacturer's protocol. Cells were lysed, and luciferase assays were carried out according to a standard protocol for the dual luciferase assay system (Promega).

## Supporting Information

Table S1 Transcriptionally regulated mRNAs in eIF4E-overexpressing 3T3 cells. Total RNA from eIF4E-induced NIH 3T3-tTA-eIF4E (-tet 5 hr) versus uninduced (+tet 5 hr) cells was compared to 3T3-tTA cells with and without tetracycline. Genes showing fold changes of >1.3 and SAM q<0.1 were considered significant.
(0.02 MB XLS) Click here for additional data file.

Table S2 Preliminary analysis of translationally activated genes. The mRNAs that sedimented with polysomes from induced 3T3-tTA-eIF4E (-tet 5 hr) cells were compared to total RNA from the same cells. The ratios were normalized against those obtained by comparing polysomal RNA of 3T3-tTA (-tet 5 hr) cells versus total RNA from the same cells. Average fold changes of 1.5 and over were considered significant.
(0.11 MB DOC) Click here for additional data file.

Table S3 Translationally regulated mRNAs in eIF4E-overexpressing 3T3 cells. Genes that experience a change in polysomal/total RNA ratio between 3T3-tTA-eIF4E and 3T3-tTA are shown. Fold changes of >1.3 and SAM q-value<0.1 were considered significant.
(0.14 MB XLS) Click here for additional data file.

Table S4 Functional analysis of translationally activated genes. Genes that were translationally activated by induced eIF4E (SAM q<0.1) were searched for overrepresentation of functional categories as defined by the gene ontology consortium, the UTRSite and the targetscan miRNA database.
(0.03 MB XLS) Click here for additional data file.

Table S5 Functional analysis of translationally repressed genes. Genes that were translationally repressed by induced eIF4E (SAM q<0.1) were searched for overrepresentation of functional categories as defined by the gene ontology consortium, the UTRSite and the targetscan miRNA database.
(0.03 MB XLS) Click here for additional data file.

Table S6 Summary table of ribosomal protein mRNA changes induced by eIF4E overexpression. Results from the microarray analyses (preliminary and final), figures 2, 3 and 4 for ribosomal protein mRNAs are summarized.
(0.02 MB XLS) Click here for additional data file.

# Supplementary material for: Epigenetic Activation of a Subset of mRNAs by eIF4E Explains Its Effects on Cell Proliferation
**Source:** PLoS One. 2007 Feb 21;2(2):e242. doi: 10.1371/journal.pone.0000242
**Supplement:** Table S2 — Preliminary analysis of translationally activated genes. The mRNAs that sedimented with polysomes from induced 3T3-tTA-eIF4E (-tet 5 hr) cells were compared to total RNA from the same cells. The ratios were normalized against those obtained by comparing polysomal RNA of 3T3-tTA (-tet 5 hr) cells versus total RNA from the same cells. Average fold changes of 1.5 and over were considered significant. (0.11 MB DOC)

**Table S2. Preliminary analysis of translationally upregulated mRNAs in eIF4E-overexpressing 3T3 cells**

How the deposited data were processed for this re-analysis (not part of the article)

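RNA of 3T3-tTA-eIF4E and 3T3-tTA cells was compared on 16 Mouse 15K3 cDNA arrays with Cy3 and Cy5 labels, 4 for each of 4 conditions. On 8 arrays total RNA of cells induced for 5 h was set against total RNA of uninduced cells, and on 8 arrays heavy polysomal RNA was set against total RNA. The 32 deposited samples are the 2 duplicate spots of each array. Conditions, dyes and the pairs of samples that share an array were taken from the sample labels and the series description. For the polysomal arrays of 3T3-tTA-eIF4E the labels name total RNA of uninduced cells as the reference and the paper names induced cells; the paper's statement was used.

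The authors scanned the arrays with a GenePix scanner, normalized the ratios within each array by limma's lowess over the whole array without background subtraction, and deposited log2 values for each spot. The paper's text gives no version of limma or samr. For P3, P7, P11 and P15 the deposited files also hold the scanner intensity of foreground and background in each channel, which the authors had not normalized. Scale and direction of the deposited log2 values were found by setting them against these intensities; for the 12 arrays without scanner values the same direction was assumed. Arrays of one cell line with opposite dyes still had correlations as low as -0.61 after turning. The direction was kept because the labels state the dyes. All 29 clones of Table S1 and all 546 of Table S3 with a row had the listed sign. Since the rows hold the signed numerators of these tables, this shows only that the authors turned the arrays in the same direction.

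The names deposited with the rows did not belong to the values, which was found only after the values had been examined. All 15247 rows were matched to pairs of adjacent spots among the 31200 spots of the scanned arrays. Each clone's printed place was taken from its name, and 14919 rows lay at such places while 328 lay outside them. The numerators of Tables S1 and S3 tested this: 572 clones had a numerator, to 6 significant digits, in one row, and all 572 lay at the printed place. Of 30 clones in Table S1, 29 were used, and of 554 in Table S3, 546. Gene names came from the paper's tables. Accessions were looked up in RefSeq for GRCm38.p6 and gave a current name for 27 clones of Table S1 and 409 of Table S3. The paper's symbol was kept for the others. It was also kept for Rps26, for which an accession in the paper belongs to Ikzf4 in RefSeq. Other clones are given by clone number, and no genome coordinates are given because the files name no build.

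Duplicate spots were averaged, a dye term was removed per clone by least squares, and the cell lines were compared by limma 3.58.1 in R 4.3.3 on means of the 2 extractions per condition. Each of the 4 assignments of arrays to extractions was fitted and the largest p kept. Adjusted p-values are Benjamini-Hochberg over all clones. A call needed an adjusted p under 0.1 and a change of at least 1.3-fold. An SD is given over the 4 arrays of a condition, which stand for 2 extractions and are not independent samples. A mean fold here is the antilog of a mean log2 value, whereas Tables S1 and S3 average linear ratios. SAM was written in Python 3.11.15 (numpy 2.4.6) for paired data with all 256 sign changes of 8 spot pairs, since samr was not used here, and was run under each of the 4 ways to pair arrays of the same dye, with q under 0.1. Random lists numbered 10000 and were matched on mean signal in 20 bins.

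Both tests were run on simulated data. There SAM called 862 unchanged clones for total RNA and 2506 for polysomal RNA with duplicate spots, and 15 and 12 with independent pairs in their place. Limma with arrays as replicates called 112 and 169 unchanged clones there, and limma on extraction means called 1 and 1. The counts for SAM with duplicate spots and for arrays as replicates exceed all calls of these tests on the deposited values, so the simulation, in which arrays of an extraction share part of their noise, does not reproduce these arrays and gives no share of false calls. The simulated share of changed clones that limma called on extraction means did not hold for the 3 Eif4e clones in total RNA. Their log2 differences were 2.69 to 3.75, and with all arrays none was called on the deposited values. For other clones it is equally open whether that share holds.

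The rule for the genes named in the text was fixed before the data were examined: every gene the paper's text or Table S6 names that has a clone, and for each comparison the 5 higher and 5 lower clones with the smallest p among those whose arrays did not overlap, since no clone passed the threshold. The latter were thus picked by their values. Of the clones without a gene name only some are printed. Rpl3, Tomm20 and clones H3058D02, H3106F10 and H3046A06 are named as well, chosen after their values were seen. Alternatives fixed at the same time were arrays as replicates, SAM, median centring, scaling to one median absolute deviation, single duplicate spots, averaging clones of a gene, other thresholds, leaving out each array and each possible extraction, single dye orientations, the sign of the Cy5 arrays turned, and for polysomal RNA the scanner intensities with loess, with or without normexp (offset 50), and leaving out dim clones. Added after the data were seen were the pairs behind Table S3, the deposited values of the scanned arrays, rows outside printed places left out, 8 ways to pair extractions between the cell lines, and the naming of rows by printed place.

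Camera and fry, planned for ribosomal proteins and categories, were not run, because set members are known only for clones that the paper selected on these arrays. Slide and scan batches were not tested, because no dates were used.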

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

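Chosen after the values had been seen were the test on the duplicate spots of H3058D02 and limma with extractions paired between the lines. With 4 arrays per condition, chance marks an outlying array in about 5.11% of groups, and 4 of 104 groups (3.85%) had one.

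Rpl13 (H3111G11) had a log2 polysomal/total ratio of 0.94 on array P1, while the other arrays of 3T3-tTA-eIF4E lay between 1.40 and 1.43. Cxcl1 (H3051F10) had -1.29 on array P15, against 0.36 to 0.55 on the other arrays of 3T3-tTA. Snx3 (H3113H04) had -1.86 on array P11, against -0.25 to 0.06 on the others. The low values of Cxcl1 and Snx3 widened the difference between the lines. P1, P11 and P15 each carried 1 such value, so no single array held them. The number of such values was below what chance gives, and no biological explanation was tested.

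Clone H3058D02, which is in neither Table S1 nor the text and has no gene name in the files used, had a log2 induced/uninduced ratio of 3.40 ± 0.65 (SD, n = 4 arrays) in 3T3-tTA-eIF4E and 0.04 ± 0.13 (SD, n = 4 arrays) in 3T3-tTA, a difference of 3.36. It was singled out after its values were seen. In 3T3-tTA one array, T5, lay apart at -0.16 from 0.09 to 0.13 on the others, far from the size of the difference. A dye effect or one faulty array would leave some spots near 0, but the lowest of the 8 duplicate spots of 3T3-tTA-eIF4E was 2.78, on arrays of both dyes. The difference is of the size of those of the Eif4e clones. A candidate explanation is that the spot holds Eif4e or transgene sequence; which cDNA it carries was not tested, and a response of another gene to eIF4E stays open. Limma with arrays as replicates gave an adjusted p of 0.0128, and limma on extraction means gave 0.438. Over 36 limma settings the adjusted p lay between 0.0128 and 1.00, and with extractions paired between the lines the lowest was 0.000325. Without T13 the difference was 3.02 and the adjusted p from limma on extraction means was 0.0223.

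D13Ertd275e (H3044E04) had a mean log2 polysomal/total ratio of -0.15 in 3T3-tTA-eIF4E and 1.05 in 3T3-tTA, a difference of -1.20. Every array of the one line was below 0 and every array of the other above it. Hmga2 (H3040E06) had -0.37 and 0.55, a difference of -0.92, with the same separation. For both genes the opposite direction in the cell lines as such was not tested; the difference had an adjusted p of 1.00 in limma. For D13Ertd275e the arrays P13 and P15 (1.97 and 1.91) carried most of the value in 3T3-tTA, and P9 and P11 (0.08 and 0.24), which have the other dye, lay near 0. The difference was -2.06 on the Cy5 arrays only and -0.35 on the Cy3 arrays only, so a dye effect specific to 3T3-tTA stays open. No such gap by dye is seen for Hmga2, whose arrays of both dyes in 3T3-tTA lay above 0. Its difference was -0.98 on the Cy5 arrays only and -0.86 on the Cy3 arrays only. With arrays left out it lay between -1.18 and -0.67, and over all other settings between -1.24 and -0.83.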

How the results depend on the processing

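The settings that pair extractions, that use the pairs behind Table S3, that use deposited values of the scanned arrays and that leave out rows outside printed places were chosen after seeing the data; the others were fixed before the data were examined.

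For total RNA, limma on extraction means called 0 clones, with 68 at an unadjusted p under 0.05. It also called 0 after median centring, scaling, with duplicate spot 1 only, with clones of a gene averaged, at the other thresholds, on the Cy3 arrays only, with the sign of the Cy5 arrays turned and with rows outside printed places left out. It called 2 clones with duplicate spot 2 only (H3058D02 and Eif4e H3089A10), 4 on the Cy5 arrays only (3 of Eif4e and H3058D02), and 3 with arrays as replicates (2 of Eif4e and H3058D02). SAM on spot pairs called 54, 43, 34 and 32. With extractions paired between the lines, limma called 4, 3, 5, 5, 2 and 7 clones under 6 pairings and 0 under the other 2; those called were Eif4e clones and H3058D02 (higher), and H3106F10, H3046A06 and one further clone (lower). For SAM and arrays as replicates, the construction counts more values as independent; the cause of the other changes was not tested. Leaving out arrays or possible extractions gave 0 to 4 calls. Array T13 mattered: without it 4 clones were called (3 of Eif4e and H3058D02), with or without the dye term. Without T11 and T15 there were 3, higher (2 of Eif4e and H3058D02). Without T1 and T3 there were 3, all lower in 3T3-tTA-eIF4E, H3106F10, H3046A06 and one further clone.

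The median log2 difference over the 3 Eif4e clones was 2.91, and the largest of their adjusted p-values from limma was 1.00. All 3 were called on the Cy5 arrays only (median 2.54), by SAM under each same-dye pairing (2.91) and without T13 (2.46, or 2.55 with no dye term). Leaving out arrays gave medians of 2.44 to 3.48. Clone H3012A09, the middle of the 3 with all arrays, lay between 2.34 and 3.48 with arrays left out and was also called without T11 and T15 (3.38), where H3089A10 was not. With extractions paired between the lines it was called under 2 of 8 pairings.

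For polysomal/total ratios, limma called 0 clones under all settings, those leaving out arrays included, with 150 at an unadjusted p under 0.05 on extraction means. SAM called 1329, 756, 517 and 344 under the same-dye pairings and 81 with the pairs behind Table S3. Of the 546 clones of Table S3 it called 387, 292, 231, 183 and 45, of the category genes 101, 82, 64, 52 and 10, of the cytosolic ribosomal protein genes 19, 18, 17, 17 and 4, and of the mitochondrial ones 2, 1, 1, 1 and 0, in this order. SAM counts duplicate spots as independent by construction. The number of Table S3 clones with the listed direction stayed between 461 and 546 of 546.

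The median total RNA difference of the activated clones was 0.022, and -0.0236 on the Cy5 arrays only. It lay between -0.0143 and 0.0500 when arrays or extractions were left out, below 0 without T13 (-0.00450, or -0.00467 with no dye term), without T11 and the dye term (-0.00168) and without T13 and T9 (-0.0143). For the repressed clones it was -0.0278, and it lay between -0.0502 and 0.00738 when arrays or extractions were left out, above 0 without T1 and T3. The cause was not tested.

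Among single clones, the difference in polysomal/total ratio reversed for Rpl39 (-1.25) and for one clone without a gene name (-1.12) with normexp, and for Rps13 on the Cy3 arrays only (-0.24). For Eif4e, whose differences were near 0, H3130B02 gave 0.10 with duplicate spot 1 only, 0.57 with scanner values and loess, and 0.45 with deposited values of the scanned arrays. H3012A09 gave -0.0483 after scaling, -0.10 with duplicate spot 1 only, -0.0398 with clones averaged and -0.0712 on the Cy5 arrays only. H3089A10 gave 0.0249 on the Cy5 arrays only, and 0.60, 0.51 and 0.55 with loess, normexp and deposited values of the scanned arrays. With arrays left out these clones lay between -0.53 and 0.38, -0.47 and 0.53, and -0.58 and 0.43. The cause was not tested. Spots of the scanned arrays were 1.68 to 3.06 times as bright as background in Cy3, which limits dim clones. The labels link no sample number of one cell line to one of the other, so SAM was run under each same-dye pairing of arrays and limma under each of the 8 pairings of extractions.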

Differences from the paper's values

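The settings named here were fixed before the data were examined, with the following exceptions. The pairs behind Table S3, limma with extractions paired between the lines and the deposited values of the scanned arrays were chosen after seeing the values.

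The paper states 27 genes changed in total RNA, 22 induced and 5 repressed, and limma on extraction means called 0, with 68 clones at an unadjusted p under 0.05. Of 38 alternatives, 36 also differed from 27. SAM with pairs T9-T3, T11-T7, T13-T1 and T15-T5 called 34 clones, and with T9-T5, T11-T7, T13-T1 and T15-T3 it called 32. These counts do not differ from 27 by more than 1.5 times. Of the 29 clones of Table S1 with a row, however, these pairings called only 10 and 7. The pairs behind Table S1 called 12 of the 29. For the 22 induced genes, SAM with T9-T5, T11-T1, T13-T7 and T15-T3 (15) and with T9-T3, T11-T7, T13-T1 and T15-T5 (16) did not differ, and 36 did. For the 5 repressed genes all 38 alternatives differed. Calls are clones and the paper's counts are genes.

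For eIF4E mRNA the paper gives approximately 16-fold, and the middle of 3 clones was 7.50-fold, or 9.31-fold as a mean of linear ratios, the scale of Table S1. Of 38 alternatives 32 differed. Values that did not were 9.92 without T9, 9.96 without T9 and the dye term, 9.64 without T15 and the dye term, 11.1 without T11 and T9, 10.4 without T11 and T15, and 9.67 on the Cy3 arrays only. Clone H3130B02 gave 13.5-fold beside the paper's 16.2 for it. Averaging its ratios on the linear scale, as Table S1 does, gives 16.2 as well, so for this clone the scale accounts for the gap. The clone with the paper's largest fold, 17.9, had no row. Eif4e clones, which the paper calls and limma on extraction means does not, were called by limma with arrays as replicates, with duplicate spot 2 only, on the Cy5 arrays only, without T13 and without T11 and T15, and by SAM. Limma with extractions paired between the lines, chosen after seeing the values, also called Eif4e clones under 6 of 8 pairings; it called 7 clones at most.

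The paper states 294 mRNAs shifted to heavier polysomes and 245 decreased; limma on extraction means called 0 in each direction, with 150 clones at an unadjusted p under 0.05. For 294, 39 of 41 alternatives differed, and SAM with P1-P13, P3-P15, P5-P11 and P7-P9 (380) and with P1-P15, P3-P13, P5-P11 and P7-P9 (239) did not. For 245, 40 of 41 differed, and SAM with P1-P15, P3-P13, P5-P9 and P7-P11 (297) did not. SAM under the 4 same-dye pairings called 387, 292, 231 and 183 of the 546 Table S3 clones with a row. The pairs behind Table S3 gave 46 higher and 35 lower, with 45 of the 546. The q-values of Table S3 were not obtained, so the SAM written here does not stand for the authors' own run.

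The paper states that 26 cytosolic and 2 mitochondrial ribosomal protein mRNAs were recruited; limma called 0 of the 22 and 2 genes with a row. For the cytosolic genes 39 of 41 alternatives differed, and SAM with P1-P13, P3-P15, P5-P9 and P7-P11 (19) and with P1-P15, P3-P13, P5-P9 and P7-P11 (18) did not. Only 21 activated cytosolic genes had a row, so no setting could reach 26. The same-dye SAM pairings that called 17 of these 21 count as differing from 26 under the limit of 1.5 times, which is no disagreement over the genes with a row. For the mitochondrial genes 40 of 41 differed, and SAM with P1-P13, P3-P15, P5-P9 and P7-P11 (2) did not.

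Of 30 folds of the preliminary analysis in Table S2, 25 did not differ from those here and 5 did. The paper names other software for that analysis and not its arrays. The paper's fold there was 2.5 for Rpl13 and 3.6 for Mif, against 1.39 and 1.65 here, and all 41 alternatives differed for both. The paper's final folds for these clones and Rpl35 in Table S3 (1.46, 1.85 and 1.46) did not differ here, under all 41 alternatives. For Rpl35 the paper's fold was 2.3 against 1.39, and 35 of 41 alternatives differed; those that did not were 1.62 without P11 and the dye term, 1.61 without P5 and P1, 1.63 without P11 and P13, 1.54 on the Cy5 arrays only, 1.65 with scanner values and loess and 1.61 with normexp. For a clone of unknown function it was 1.9 against 1.18, and 36 of 41 differed; those that did not were 1.27 without P11, 1.29 without P5 and P1, 1.39 without P11 and P13, 1.41 on the Cy5 arrays only and 1.29 with scanner values and loess. For Eif4e it was 1.5 against 0.950, the middle of 3 clones, and 31 of 41 differed; those that did not were 1.05 without P3 and the dye term, 1.04 without P5, 1.03 without P5 and the dye term, 1.00 without P9, 1.03 without P9 and the dye term, 1.35 without P5 and P1, 1.06 without P5 and P3, 1.03 without P9 and P13, 1.52 with scanner values and loess and 1.43 with normexp. With the deposited values of the scanned arrays, chosen after seeing the values, the middle Eif4e clone had a log2 difference of 0.55, and there limma called 0 clones and so none of the 546 clones of Table S3.

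The paper states that most genes of the preliminary analysis were also found in the final one; by name, 27 of 77 entries (35.1%) were in the activated list of Table S3. The paper's methods state that pairs were stratified on dye, and the pairs behind the values of Table S3 join arrays of opposite dye. The paper groups L7a with unaffected proteins, and Rpl7a (H3144G03) had a 1.74-fold higher polysomal/total ratio, where the paper's Table S3 has 1.91; its adjusted p was 1.00 in limma.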

Other observations

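Of the tests in this part, the one on the reference RNA was fixed before the data were examined; all others were chosen after the values had been seen.

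The labels and the paper name different reference RNA for the polysomal arrays of 3T3-tTA-eIF4E. If the reference were total RNA of uninduced cells, as labelled, the polysomal/total ratio of Eif4e would exceed that of 3T3-tTA by about the rise in total RNA. The median over 3 Eif4e clones of that difference was -0.0733, against 2.91 in total RNA, so the values argue against the labels. The test rests on Eif4e alone.

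The deposited row names did not belong to the values. A candidate explanation is that names and values were stored in different orders: 572 of 572 clones of Tables S1 and S3 whose numerator lies in one row lay at the printed place of the clone and none in the row of that name. A test by the print layout could have come out otherwise.

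The 8 arrays of each experiment were split into 4 and 4 in other ways, with arrays as replicates and a dye term; 34 splits could be fitted for each, the real one included. For total RNA the real split called 3 clones, and 3 of 34 splits called as many, the real one, T1, T7, T11 and T15 (1512) and T1, T7, T9 and T11 (286), so chance cannot be excluded for this count. Both other splits have 3 arrays of one dye on a side. Among the 18 splits with 2 arrays of each dye on each side only the real one called any clone, and 1 of 18 (5.56%) is the smallest share these can give. That concerns the count and not the called clones, 2 of Eif4e and H3058D02, which stood at 2.36 or above on each array of 3T3-tTA-eIF4E and at 0.27 or below on each array of 3T3-tTA. For polysomal RNA the real split called 0. No split can call fewer, so the count cannot be compared with chance there. The largest count was 2221, for P1, P7, P11 and P13, a split with 2 arrays of each dye on each side. It was the only one of the 18 such splits that called clones by limma on extraction means. Each side of this split holds a Cy3 and a Cy5 array of each line, as arrays of a shared extraction would. The paper's methods report variation by experimental set. With extractions paired by this split, limma gave 1063 clones an unadjusted p under 0.05 and called 0. That was the most of the 8 polysomal pairings, and the lowest was 67. Since the split was picked by its calls, that it follows experimental sets is a hypothesis. What the total RNA splits follow stays open, and no dates were used.

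The pairs behind Table S3 join arrays of opposite dye, which may widen the denominators of the scores by the dye effect. The median standard error was 0.26 under those pairs and 0.15, 0.18, 0.18 and 0.21 under the 4 same-dye pairings of the same arrays, so that the ratio lay between 1.26 and 1.79.

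Clones H3106F10 and H3046A06 had high induced/uninduced ratios on 2 of the 4 total RNA arrays of 3T3-tTA, T5 and T7: 4.16 and 4.59 for H3106F10 and 3.86 and 3.36 for H3046A06, against 0.00, 0.33, -0.22 and 0.57 on T1 and T3. They were singled out after their values were seen. A dye effect or a damaged spot would put one of the spots near 0. T5 and T7 carry opposite dyes and the lowest of their 4 spots was 3.97 for H3106F10 and 3.26 for H3046A06, which argues against both. That T5 and T7 share an RNA extraction, and that this extraction differed, is a hypothesis the labels cannot settle. A contaminating sequence was not tested. Clone H3055D10 had the same pattern, with 3.51 and 3.47 on T5 and T7 against -0.46 and -0.98 on T1 and T3. Its log2 polysomal/total ratio was also low on all 4 arrays of 3T3-tTA, from -4.49 to -1.07. In 3T3-tTA-eIF4E that ratio lay between -0.33 and 0.43. What this means for the extraction hypothesis was not tested.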
